# Macrophage MSR1 promotes BMSC osteogenic differentiation and M2-like polarization by activating PI3K/AKT/GSK3β/β-catenin pathway

**DOI:** 10.7150/thno.36930

**Published:** 2020-01-01

**Authors:** Shu-Jie Zhao, Fan-Qi Kong, Jian Jie, Qing Li, Hao Liu, An-Di Xu, Ya-Qing Yang, Bin Jiang, Dong-Dong Wang, Zhong-Qiu Zhou, Peng-Yu Tang, Jian Chen, Qian Wang, Zheng Zhou, Qi Chen, Guo-Yong Yin, Han-Wen Zhang, Jin Fan

**Keywords:** Macrophage scavenger receptor 1, Bone marrow stem cells, Osteogenic differentiation, Oxidative phosphorylation, PI3K/AKT/GSK3β/β-catenin pathway

## Abstract

Approximately 10% of bone fractures do not heal satisfactorily, leading to significant clinical and socioeconomic implications. Recently, the role of macrophages in regulating bone marrow stem cell (BMSC) differentiation through the osteogenic pathway during fracture healing has attracted much attention.

**Methods**: The tibial monocortical defect model was employed to determine the critical role of macrophage scavenger receptor 1 (MSR1) during intramembranous ossification (IO) *in vivo*. The potential functions and mechanisms of MSR1 were explored in a co-culture system of bone marrow-derived macrophages (BMDMs), RAW264.7 cells, and BMSCs using qPCR, Western blotting, immunofluorescence, and RNA sequencing.

**Results**: In this study, using the tibial monocortical defect model, we observed delayed IO in MSR1 knockout (KO) mice compared to MSR1 wild-type (WT) mice. Furthermore, macrophage MSR1 mediated PI3K/AKT/GSK3β/β-catenin signaling increased ability to promote osteogenic differentiation of BMSCs in the co-culture system. We also identified proliferator-activated receptor gamma coactivator 1-alpha (PGC1α) as the target gene for macrophage MSR1-activated PI3K/AKT/GSK3β/β-catenin pathway in the co-culture system that facilitated M2-like polarization by enhancing mitochondrial oxidative phosphorylation.

**Conclusion**: Our findings revealed a previously unrecognized function of MSR1 in macrophages during fracture repair. Targeting MSR1 might, therefore, be a new therapeutic strategy for fracture repair.

## Introduction

Bone fracture is a severe global public health problem leading to an enormous burden of disability and suffering 1. Fracture repair is a highly complex but organized process, and proper healing requires the restoration of the damaged skeleton to its pre-injury cellular structure and biomechanical function 2, 3. Intramembranous and endochondral ossification are the two major pathways for bone regeneration 4, 5. During intramembranous ossification (IO), mesenchymal stem cells (MSCs) directly differentiate into osteoblasts and then deposit mineralized extracellular matrix 4, 6. Despite the available best treatment, nearly 10% of fracture patients still have poor outcomes 7. Recently, macrophages have been found to play an essential role during fracture healing through the release of paracrine cytokines regulating the recruitment and osteogenic differentiation of MSCs 8-11. Consequently, a better understanding of the cross-talk between macrophages and MSCs is expected to have a positive impact on fracture healing interventions.

In response to environmental signals, macrophages acquire different activation phenotypes, broadly classified into M1-like and M2-like polarization 12, 13. Notably, pathways are involved in regulating the macrophage phenotype and function 14, 15. Enhanced mitochondrial oxidative phosphorylation (OXPHOS) has been linked to the M2-like polarization phenotype 16, 17. The phosphatidylinositol 3-kinase/protein kinase B (PI3K/AKT) pathway not only affects the survival and migration but also orchestrates metabolic progress in macrophages 18. Glycogen Synthase Kinase 3 Beta (GSK3β), an important PI3K/AKT signaling substrate, displays a regulatory function on mitochondrial activities 19. Inhibition of GSK3β via its phosphorylation at Ser9 by activated PI3K/AKT signaling can lead to β-catenin stabilization and its translocation into the nucleus for gene transcription 19, 20. However, the mechanisms underlying the regulation of macrophage functions or metabolic characteristics by PI3K/AKT/GSK3β/β-catenin signaling remain elusive.

Macrophage scavenger receptor 1 (MSR1), also called scavenger receptor class A (SR-A) or CD204, was the first of the scavenger receptors to be characterized 21. MSR1 is mainly expressed in macrophages and known for its ability to scavenge modified lipoproteins 21. Recent evidence further points out that MSR1 participates in many pathophysiological events such as inflammation, virus recognition, and atherosclerosis 21, 22. MSR1 binding to various ligands has been shown to activate different signaling pathways such as PI3K/AKT, nuclear factor kappa B (NF-κB), and mitogen-activated protein kinase 21. However, the role of MSR1 in fracture healing remains unclear.

In the present study, delayed intramembranous bone healing was observed in MSR1 knockout (KO) mice compared with MSR1 wild-type (WT) mice in a tibial monocortical defect model. MSR1 in macrophages also regulated the osteogenic differentiation of bone marrow stem cells (BMSCs). We also demonstrated that loss of MSR1 in macrophages after co-culturing with BMSCs impaired its OXPHOS and M2-like polarization. Furthermore, our results revealed that MSR1 depletion in macrophages inactivated the PI3K/AKT/GSK3β/β-catenin signaling pathway in the co-culture system. Macrophage MSR1-activated PI3K/AKT/GSK3β/β-catenin signaling is essential for the increased osteogenic differentiation of BMSCs in a co-culture system. Notably, peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC1α) was a critical target gene for MSR1-mediated PI3K/AKT/GSK3β/β-catenin signaling to facilitate M2-like macrophage activation by enhancing mitochondrial biogenesis.

## Materials and Methods

### Cell culture and reagents

The RAW264.7 cell line was obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China) and passed the test of DNA profiling (short tandem repeat (STR) profiling method). Primary bone marrow-derived macrophages (BMDMs) and BMSCs were obtained and cultured as previously described 22, 23. Flow cytometry (FACS Verse 8, BD, New York, USA) was used to identify the phenotypic surface biomarkers (positive biomarkers: CD90, CD73, and CD105; negative biomarkers: CD45 and CD34) of BMSCs according to the manufacturer's protocols. A tri-lineage-induced differentiation experiment (Osteogenic, chondrogenic, and adipogenic differentiation) was performed according to the manufacturer's instructions. Briefly, BMSCs were incubated in a 6-well plate at a density of 1 × 10^5^ cells/well in Mouse MSC Osteogenic (MUBMX-90021) or Adipogenic Differentiation Medium (MUBMX-90031) (Cyagen Biosciences, Sunnyvale, CA) for osteogenesis or adipogenesis induction, respectively. After 14 days, the cells were tested for adipogenesis using oil red O staining or osteogenesis using alizarin red (AR) staining. For chondrogenesis, pellet culture was used. 1 × 10^6^ cells/tube was cultured in Mouse MSC chondrogenic Differentiation Medium (MUBMX-9004, Cyagen Biosciences) for chondrogenesis induction. After 21 days, the pellet was fixed embedded and analyzed for chondrogenesis by Alcian Blue staining. To test osteogenic differentiation of BMSCs in the co-culture system, BMSCs were plated with macrophages (BMDMs or RAW264.7 cells) in a Transwell chamber (0.4 μm pore) at 1:10 ratio. BMSCs were cultured in the MUBMX-90021medium at the bottom of the well for 1-2 weeks, and the medium was changed twice a week. To investigate the polarization phenotype of macrophages, BMSCs were cultured in the upper chamber, and macrophages were seeded in the lower chamber. mRNA expression levels of M1-like biomarkers (iNOS and IL1β) and M2-like biomarkers (CD206 and CD163) were determined using qPCR. Additionally, to evaluate the migration of BMSCs, non-activated or LPS-activated (L2880, Sigma-Aldrich, MO, USA) BMDMs (from MSR1 KO and WT mice) were seeded with BMSCs in another Transwell system (8.0 μm pore). After 24 h, the migrated BMSCs were fixed and stained with 0.1% crystal violet.

The antibodies for Western blotting in our study included anti-β-actin (AB0011, Abways, Shanghai, China), anti-Histone H3 (3638, CST, MA, USA), anti-MSR1 (ab123946, Abcam, Cambridge, UK), anti-AKT (4691, CST), anti-pAKT (4060, CST), anti-GSK3β (12456, CST), anti-pGSK3β (5558T, CST), anti-mTOR (2972, CST), anti-p-mTOR (5536, CST), and anti-β-catenin (8480, CST). Secondary antibodies for Western blotting were purchased from Jackson ImmunoResearch (West Grove, PA, USA). The antibodies for IF were anti-iNOS (ab15323, Abcam), anti-CD206 (ab64693, Abcam), anti-F4/80 (14-4801-82, Thermo, Massachusetts, USA), anti-β-catenin (8480, CST) and secondary antibodies for IF were donkey anti-mouse Alexa Fluor 488 (ab150105, Abcam), goat anti-rabbit Alexa Fluor 594 (ab150088, Abcam) and goat anti-rabbit Alexa Fluor 647 (ab150083, Abcam). The antibodies for flow cytometry consisted of F4/80-PE (565410, BD, New York, USA), iNOS-FITC (610330, BD), CD206-APC (17-2061-82, Thermo), CD90-FITC (ab25672, Abcam), CD73-PE (550741, BD), CD105-FITC (ab184667, Abcam), CD45-PE (561087, BD), and CD34-FITC (553733, BD). To inhibit PI3K or AKT, 10 μM LY294002 (S1105, Select, Houston, USA) or 1 μM ARQ 092 (S8339, Select) was used, respectively. The BMP4 ELISA kit was obtained from CUSABIO (CSB-E04512m, WuHan, China).

### Tibial monocortical defect model

MSR1 KO mice (C57BL/6 background) were acquired as previously described, and WT mice with identical genetic backgrounds were used as controls 24. Genotyping was performed by PCR analysis of DNA samples that were isolated from tail chips. All mice were housed and handled in compliance with the Animal Committee at the First Affiliated Hospital of Nanjing Medical University. For the tibial monocortical defect model, a monocortical osseous hole (0.8 mm diameter) was created on the anterior surface of the tibia crest using a round burr attached to a dental drill (NSK Ultimate XL, Japan) after administering adequate anesthesia as previously described 25, 26. Subsequently, the soft-tissue wound was closed, and buprenorphine was used as an analgesic.

### Micro-computed tomography (micro-CT) imaging

For the tibial monocortical defect model, the tibias were obtained on day 7 and 14 post-surgery. All tissues were fixed overnight with 4% paraformaldehyde. The tibias were scanned and reconstructed with 18 μm resolution using micro-CT analysis system (SkyScan 1176, Bruker, Germany). The reconstruction of three-dimensional images and the analysis of morphometric parameters were performed using CT-Analyzer (CTAn, Bruker, Germany). For the post-surgery tibias, the lower grey level was defined at 60, and the upper grey level was defined at 255.

### Tartrate-resistant acid phosphatase (TRAP) staining

TRAP staining was performed as previously described 27. Briefly, decalcified sections from tibial monocortical defect model were incubated for 45-60 min at 37 °C using TRAP staining solution, according to the manufacturer's protocol (387A-1KT, Sigma). Next, the slides were counterstained with hematoxylin solution and were photographed.

### Immunofluorescence (IF) assay

The IF assay was performed as previously reported [2d7-29]. Cells were fixed with 4% paraformaldehyde and then permeabilized with 0.05% Triton X-100 for 1-2 min. Next, cells were blocked with 5% BSA for 1 h and incubated with the following specific antibodies overnight at 4 °C: anti-F4/80 (1:200), anti-iNOS (1:200), and anti-CD206 (1:200). Subsequently, the species-matched secondary antibodies were used, and the nucleus was stained with DAPI. For tissue IF staining, the slides were deparaffinized, hydrated, and were subjected to heat-mediated antigen retrieval in sodium citrate antigen retrieval solution (C1032, Solarbio, Beijing, China). After blocking with 10% BSA, anti-F4/80 (1:100), anti-iNOS (1:100), and anti-CD206 (1:100) antibodies were used. The secondary antibodies were donkey anti-mouse Alexa Fluor 488 (1:400), goat anti-rabbit Alexa Fluor 594 (1:400,) and goat anti-rabbit Alexa Fluor 647 (1:300). The nuclei were stained DAPI, and images were acquired with a confocal microscope (Zeiss LSM710, Heidenheim, Germany).

### Plasmid construction and transfection

The plasmid containing full-length MSR1 and a negative control plasmid were purchased from GenePharma (Shanghai, China). Virus packaging was performed as previously described 27-29, and titers were also tested. The cells were infected with 1 × 10^8^ lentivirus-transducing units in the presence of 5 μg/mL polybrene (GenePharma, Shanghai, China). After 72 h of culture, infected cells were further selected with 2.5 μg/mL puromycin. Overexpression efficacy of MSR1 was verified by qPCR and Western blotting.

### RNA isolation and qPCR

Total RNA of cells and callus was isolated using the Trizol reagent (Takara, Dalian, China) following the manufacturer's instruction, and transcribed into cDNA using the HiScript II Q RT SuperMix for qPCR (R122-01, Vazyme, China). Next, qPCR was performed using AceQ qPCR SYBR Green Master Mix (Q111-02, Vazyme, China) in a 7500 real-time PCR system (Applied Biosystems, Inc., USA). The primer sequences are listed in Table S1. All data were normalized to β-actin expression. Quantification of qPCR results was performed by the 2^-△CT^ method.

### RNA sequence (RNA-seq) and gene set enrichment analysis (GSEA)

Total RNA of macrophages from MSR1 KO and WT groups (n = 3) was extracted. Next, quality RNA samples were converted into cDNA libraries using VAHTSTM mRNA-seq V2 Library Prep Kit from Illumina® (NR601, Vazyme, Nanjing, China). VAHTSTM DNA Clean Beads (Vazyme #N411) were used to purify the fragments during the process of library generation. The purified products were enriched with 12-15 cycles of PCR to create the final cDNA library. Finally, libraries were sequenced on the Illumina Hiseq X Ten according to the manufacturer's protocols. The reads were aligned with TopHat program (version 2.0.11). Additionally, the FPKM values of genes were calculated, Pearson's correlation analysis was performed, and heatmaps were generated. The results of RNA-seq were uploaded to the Gene Expression Omnibus (GEO) database under accession number GSE134693. In our study, differentially expressed genes (DEGs) were defined as fold changes > 1.5 and P < 0.05. The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis and GSEA were further performed to interpret the biological significance of DEGs.

### Western blotting

Western blotting was carried out as previously described 27-29. The protein extraction buffer (Beyotime, Shanghai, China) or nucleoprotein extraction kit (Sangon Biotech, C500009) was used to extract total or nuclear cellular proteins according to the manufacturer's instructions. Further, equal amounts of proteins were separated by SDS-PAGE gel electrophoresis and transferred onto a polyvinylidene fluoride (PVDF) membrane. After blocking with 5% skimmed milk or 5% Bovine Serum Albumin, the membrane was probed with the following primary antibodies: anti-β-actin (1:2000), anti-Histone H3 (1:1000), anti-MSR1 (1:1000), anti-AKT (1:1000), anti-p-AKT (1:1000), anti-GSK3β (1:1000), anti-p-GSK3β (1:1000), anti-mTOR (1:1000), anti-p-mTOR (1:1000), and anti-β-catenin (1:1000). The species-matched secondary antibodies were used (1:10000), and the bands were detected by the Odyssey imaging system (LI-COR, Lincoln, NE, USA).

### Alizarin red staining and alkaline phosphatase (ALP) enzyme assay

Co-cultured BMSCs were first fixed with 4% paraformaldehyde for 30-45 min, then stained with 2% alizarin red to detect the extent of matrix mineralization. Alizarin red was further isolated with cetylpyridinium chloride and was detected at an absorbance value of 562 nm using a spectrophotometer. To evaluate the deposited mineral, the activity of ALP was analyzed with Alkaline Phosphatase Assay Kit according to the manufacturer's instructions (P0321, Beyotime, ShangHai, China).

### Flow cytometry

Co-cultured BMDMs or RAW 264.7 cells were collected and stained with F4/80-PE, CD11C-PE-CyTM7, and CD206-APC according to the manufacturer's instructions. BMSCs were obtained and incubated with CD90-FITC, CD73-PE, CD105-FITC, CD45-PE, and CD34-FITC. Subsequently, the cells were analyzed by flow cytometry (FACSVerse 8, BD), and data analysis was performed using the FlowJo software (Version 7.6.1, Treestar, USA).

### Enzyme-linked immunosorbent assay (ELISA)

ELISA was employed to assess the secretion of BMP4 by macrophages following the manufacturer's instructions. The absorbance was determined using a microplate reader (BioTek, Friedrichshall, Germany) at 450 nm.

### Measurement of OXPHOS

The mitochondrial OXPHOS of macrophages in a co-culture system was measured using the XF96 metabolic flux analyzer (Seahorse Biosciences, Billerica, MA, USA) as previously described 28. The O2 consumption rate (OCR) was tested by the sequential addition of 2 μM oligomycin, 1 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (C2920; Sigma-Aldrich, C2920), 1 μM antimycin A, and 1 μM rotenone (A&R) (Sigma-Aldrich). The results were quantified by the XFe Wave software (Seahorse Biosciences, California, USA). Upon completion of real-time OCR measurement after sequential injection of the indicated inhibitors, the modulating mitochondrial function, basal respiration, ATP production, respiratory capacity (maximal electron transport chain activity), and respiratory reserve (flexibility with increased energy demand) were calculated following the manufacturer's protocol.

### Transmission electron microscopy (TEM)

The cells were collected and fixed with 2.5% glutaraldehyde overnight at 4 °C as previously reported 27. The samples were fixed, dehydrated, stained, embedded, sectioned at 70 nm, and visualized using a transmission electron microscope (Tecnai G2 Spirit Bio TWIN, FEI, USA).

### Chromatin immunoprecipitation (ChIP) assay

Primary macrophages were first fixed using 1% (w/v) formaldehyde for 10 min at 37°C. Based on previous reports, the following steps were performed using the Pierce Agarose ChIP kit (26156, Thermo) 28, 29. After crosslinking and sonication, the DNA was immunoprecipitated with corresponding antibodies (Transcription Factor 4 (TCF4)-specific antibody or rabbit IgG) overnight at 4°C. Next, the DNA was analyzed by PCR, using SYBR® Green master mix and primers (Takara, Japan). The primers used for the ChIP assay are listed in Table S1.

### Luciferase reporter assay

To confirm the binding sites of TCF4 and PGC1α, luciferase reporter plasmids containing wild-type and mutant PGC1α promoters were inserted into the PGL3B vector (Table S1). Macrophages were co-transfected with TCF4 and PGL3B-PGC1α vectors using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). Following 48 h of transfection, cells were obtained, and luciferase activity was quantified with the Luciferase Reporter Assay System (Promega, Madison, WI, USA). Renilla luciferase activity was used to normalize for transfection efficiency.

### Bone marrow transplantation

As previously reported, the recipient mice (8 weeks) were irradiated at 700 cGray using an X-ray orthovoltage source (RS 2000 Pro, RADSOURCE, USA) before transplantation 24. A total of 5 × 10^6^ marrow cells were harvested from donor mice (MSR1 WT or KO mice) and introduced via tail vein injection into lethally irradiated recipients. Two weeks before and after transplantation, the recipient mice were provided water containing neomycin and polymyxin B. Four weeks after transplantation, tibial monocortical defect surgery was performed on the recipient mice.

### Statistical analyses

Data are presented as mean ± SD and contain at least three independent biological replicates. One-way analysis of variance was performed if comparisons were more than two groups, and unpaired two-tailed student's t-test was used for two-group comparisons with GraphPad Prism 7 (GraphPad Software, La Jolla, CA, USA). Differences between groups were considered significant at a p-value < 0.05.

## Results

### MSR1 deficiency impairs intramembranous ossification

MSR1 WT and MSR1 KO mice were used to explore the role of MSR1 during IO, and genotyping was confirmed via PCR of DNA samples from tail chips (Figure S1A). A simplified stable fracture model with the tibial monocortical defect was employed to explore the role of MSR1 in IO. Compared to MSR1 WT mice, delayed intramembranous bone repair was observed in MSR1 KO mice using micro-CT (Figures 1A and B). Decreased bone volume/tissue volume (BV/TV), trabecular thickness (Tb. Th), trabecular number (Tb. N) and increased trabecular separation (Tb. Sp) were detected on day 7 and 14 post-surgery in MSR1 KO mice compared to the MSR1 WT mice (Figures 1C-F). Collectively, these results suggested that MSR1-knockout might lead to impaired IO *in vivo*.

### Macrophage MSR1 promotes BMSC osteogenic differentiation *in vitro*

It is generally accepted that IO depends on the recruitment and subsequent differentiation of MSCs, and chemokines and cytokines derived from macrophages contribute to the migration and differentiation of MSCs for bone regeneration 30-32. Because MSR1 has been reported to be primarily expressed on macrophages, we investigated whether MSR1 participated in modulating BMSC migration and/or osteogenic differentiation *in vitro*. BMSCs were obtained and verified for plastic-adherence and negative expression of surface biomarkers CD45 and CD34, but a positive expression of CD105, CD73, and CD90 as well as tri-lineage differentiation (osteogenic, chondrogenic, and adipogenic differentiation) ability *in vitro* (Figures S2A and B). BMDMs were also isolated from MSR1 WT mice, and Western blotting revealed that MSR1 was expressed only on BMDMs (Figure S2C). The knockout efficiency of MSR1 on BMDMs was tested through qPCR and Western blotting (Figure S2D). As shown in Figure S2E, a co-culture system (8.0 μm pore) was used in which non-activated or LPS-activated BMDMs from MSR1 WT or KO mice were seeded in the lower chamber and BMSCs were cultured in the upper chamber. Compared to the MSR1 WT group, the MSR1 KO macrophages did not alter the migration ability of BMSCs (Figures S2F and G). Furthermore, in another co-culture system (0.4 μm pore), the results of AR staining and subsequent quantitative evaluation revealed that MSR1-depleted BMDMs partially impaired the enhancement of osteogenic differentiation effect of BMSCs (Figures 2A-C). Statistical analysis of ALP activities and mRNA expression levels of osteogenic marker genes (Col1, ALP, Ocn and Runx2) also verified the above results (Figures 2D and E, and Figure S2H).

The results mentioned above suggested that macrophage MSR1 mainly contributed to the pro-osteogenic differentiation effect of BMSCs in the co-culture system. RAW264.7 cells were used to further reinforce this conclusion. As shown in Figure S2I, MSR1 was overexpressed on RAW264.7 cells which were confirmed by qPCR and Western blotting. As expected, AR staining showed significantly enhanced osteogenic differentiation of BMSCs, and higher ALP activity was found after co-culturing with MSR1-overexpressing RAW264.7 cells (Figures 2F-H). Also, mRNA expression values of Col1, ALP, Ocn and Runx2 were elevated in MSR1-overexpressing RAW264.7 cells on days 7 and 14 in the co-culture system (Figure 2I and Figure S2J). Collectively, these results indicated that macrophage MSR1 might lead to pro-osteogenic differentiation of BMSCs in the co-culture system.

### Role of MSR1 in the infiltrated macrophages during intramembranous ossification

It is known that M1-like macrophages exhibit pro-inflammatory functions, while the M2-like type is characterized by the production of anti-inflammatory cytokines displaying potent tissue remodeling properties 12. Therefore, we explored the effect of MSR1 on macrophage phenotype polarization during intramembranous ossification. As shown in Figures 3A-C, in the tibial monocortical defect model, M1-like macrophages (F4/80^+^ and iNOS^+^) were the dominant population on day 3 post-surgery. However, there was no significant difference in the infiltration and polarization of macrophages between MSR1 KO and WT mice at this time point (Figures 3A-C). These results suggested that the acute and complex inflammatory microenvironment could facilitate M1-like macrophage polarization and MSR1 might not be involved in the early inflammatory response during fracture healing. From 3 to 7 days post-surgery, M1-like macrophages were gradually replaced by M2-like macrophages for tissue repair 33, 34. Furthermore, on day 7 post-surgery, we studied the polarization phenotype of macrophages in the fractured sites of the model. As indicated in Figures 3D and E, and Figure S3A, there was no significant difference in the infiltration of F4/80^+^ macrophages, but a significantly increased M1-like macrophage (F4/80^+^ and iNOS^+^) fraction and a markedly decreased M2-like macrophages (F4/80^+^ and CD206^+^) were observed in the MSR1 KO mice. The mRNA expression analysis of the injury sites further revealed that M1-like biomarkers (iNOS and IL1β) increased and M2-like biomarkers (CD206 and CD163) decreased in the MSR1 KO mice compared to MSR1 WT mice on day 7 post-surgery (Figure 3F). We also explored if MSR1 affected the number of osteoclasts (OCs) in the tibial monocortical defect model. The results of TRAP staining showed no significant difference in the number of OCs between MSR1 KO and WT mice on day 7 post-surgery in this model (Figure S3B).

Collectively, our results suggested that MSR1-depletion could reduce the infiltrated M2-like macrophages on day 7 post-surgery.

### Role of macrophage MSR1 in mitochondrial OXPHOS and M2-like polarization after co-culture with BMSCs

Recently, immune-modulating characteristics of BMSCs in macrophages that contribute to tissue repair have been described, but the exact mechanisms remain to be determined 35, 36. We used a co-culture system and mainly focused on the role of MSR1 during tissue repair. The results of qPCR indicated that compared to BMDMs alone, those co-cultured with BMSCs for 2 days were remarkably polarized to the M2-like phenotype (Figures S4A and B). Also, a slightly stronger purple (iNOS) fluorescence intensity and much weaker red (CD206) fluorescence intensity were observed in MSR1 KO macrophages in the co-culture system (Figure 4A). The mRNA expression levels of M1-like biomarkers (iNOS and IL1β) significantly increased, and those of the M2-like biomarkers (CD206 and CD163) markedly decreased in the MSR1 KO macrophages compared to MSR1 WT macrophages when co-cultured with BMSCs (Figure 4B and Figure S4C). As displayed in Figures 4C and D, higher percentages of F4/80^+^ iNOS^+^ cells and lower percentages of F4/80^+^ CD206^+^ cells were detected in the MSR1 KO group. However, there was no significant difference in the polarized BMDMs between the MSR1 WT and KO groups without the co-culture (Figures 4B and D, and Figures S4C-E).

Numerous studies focused on the changes in macrophage mitochondrial OXPHOS, which may alter its polarization phenotype 37-39. To verify whether MSR1 modulated the changes in mitochondrial respiration, we performed a metabolic flux analysis after co-culturing macrophages with BMSCs. As displayed in Figures 4E and S4F, compared to BMDMs alone, there was a significant increase in the OCR, which is a biomarker of oxidative phosphorylation, upon co-culturing BMDMs with BMSCs. Also, the basal respiration, ATP production, respiratory capacity, and respiratory reserve of BMDMs were significantly increased after co-culturing with BMSCs (Figure 4F). To determine whether mitochondrial OXPHOS of BMDMs was important in M2-like activation in this co-culture system, 1 μM antimycin and rotenone (inhibitors of OXPHOS) were used. As shown in Figures S4G and S4H, the effect of BMSCs in modulating macrophage M2-like polarization in the co-culture system was partly decreased when OXPHOS was inhibited. Further, as shown in Figures 4E and F, there was a reduction in OCR as well as basal respiration, ATP production, respiratory capacity, and respiratory reserve following MSR1 knockout in BMDMs. However, there was no significant difference in OCR of BMDMs between MSR1 WT and KO groups without co-culturing (Figure 4F and Figure S4F).

Because of the previously mentioned functions of BMDM MSR1 in mitochondrial OXPHOS, overexpression of MSR1 in RAW264.7 cells induced a significantly up-regulated value of OCR in the co-culture system (Figure 5A and Figure S5A). Quantification of basal respiration, ATP production, respiratory capacity, and respiratory reserve showed an increase in MSR1-overexpressing RAW264.7 cells after co-culturing with BMSCs (Figure 5B). Furthermore, we analyzed the role of MSR1 overexpression in the polarization phenotype alteration for RAW264.7 cells in the co-culture system. As shown in Figures 5C-H and Figures S5B-D, the variation in the expression levels of M1-like or M2-like biomarkers was evaluated using fluorescence staining, qPCR, and flow cytometry analysis, which demonstrated that MSR1 overexpression in RAW264.7 cells promoted M2-like activation. There was no significant difference in OCR or polarization phenotype of MSR1-overexpressing RAW264.7 cells without co-culturing (Figures 5B, D, F, and H and Figures S5A-D).

These data suggested that MSR1 played a key role in macrophage mitochondrial OXPHOS and M2-like activation in the co-culture system.

### Potential regulatory role of macrophage MSR1 in PI3K/AKT/GSK3β/β-catenin signaling in the co-culture system

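RNA-seq counts were deposited for 3 libraries of MSR1 KO macrophages and 3 libraries of MSR1 WT macrophages, each from bone marrow cultured for 7 days with 25 ng/ml M-CSF and then kept with BMSCs for 2 days (48 h in the sample labels). The authors aligned the reads with TopHat and deposited a single table that holds, for 52550 genes, the raw count of each library, counts divided by a size factor, and the results of their own comparison. The methods name FPKM values, whereas the deposited values were counts, so a count model was used here. Total counts in the MSR1 KO libraries were 36143518, 40146294 and 47417448, and those in the MSR1 WT libraries were 40998278, 46623225 and 40965117. Counts were normalized by the TMM method, and 16402 genes with enough counts were tested by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The paper's text does not name the counting program, the strand setting or the genome build. Of the 52550 gene identifiers, 52403 were found in the GENCODE annotation of GRCm38 and 49909 had the same start and end there, so positions are given on GRCm38. All 37 mitochondrial genes were listed at 0 counts in every library. Msr1 (ENSMUSG00000025044.16) lies on chromosome 8 from 39581685 to 39642673. It had 2118, 1825 and 2000 counts in the 3 MSR1 KO libraries against 7543, 9163 and 9219 in the 3 MSR1 WT libraries, a log2 fold change of -2.02 (standard error 0.14, adjusted p = 0.0012 from edgeR's quasi-likelihood test). Reads on Msr1 thus remained in the MSR1 KO libraries, and counts per gene do not show from which exons they came. With each library left out in turn, this log2 fold change stayed between -2.16 and -1.93.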

To explore the mechanism related to the functions of pro-osteogenic differentiation and M2-like activation by MSR1, we performed transcriptome analysis by high-throughput RNA sequencing (RNA-Seq) using 3 biological replicates of MSR1 WT and KO macrophages after co-culturing with BMSCs. DEGs in this study were defined as genes with fold changes > 1.5 and p < 0.05. 

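Under the study's definition, 589 genes were higher and 828 genes were lower in the MSR1 KO libraries by edgeR's quasi-likelihood test on 16402 genes. With Benjamini-Hochberg adjustment over all tested genes, 369 genes were higher and 436 were lower at an adjusted p under 0.05, whatever their fold change, and 258 and 325 of the DEGs were among them. The number of higher DEGs moved most without MSR1 WT replicate 3, to 754, and that of lower DEGs without MSR1 WT replicate 1, to 673. Without MSR1 WT replicate 1, the genes with an adjusted p under 0.05 were 18 higher and 53 lower. The unadjusted definition also passes genes by chance. In simulated counts in which 200 genes were changed 2-fold, 313 unchanged genes of 16067 tested met it. Over all tested genes, the 3 MSR1 KO values lay all above or all below the 3 MSR1 WT values for 25.5%, where chance gives 10%. They did so for 529 of the higher and 760 of the lower DEGs, which were selected on the same libraries. The authors' deposited table holds 669 higher and 902 lower genes under the same definition, of which 558 and 770 were also DEGs here. Among DEGs with a mean of at least 1 CPM (counts scaled to the library size) and no overlap between the groups, the largest fall was in Hpgd (ENSMUSG00000031613.9, chromosome 8 from 56294585 to 56321043), from 33.2 ± 1.49 CPM (SD, n = 3) in MSR1 WT to 0.55 ± 0.091 CPM (SD, n = 3) in MSR1 KO libraries. Its log2 fold change was -5.90 (standard error 0.15, adjusted p = 2.2e-06 from the same edgeR model). Mamdc2 (log2 fold change -3.54), Galnt9 (-3.41) and Eef1a2 (-3.15) also fell. Ugt1a6b fell by 5.27 on the log2 scale, but it shares exons with other genes of its family, so its reads could have been split. It had 16, 19 and 21 counts in the MSR1 KO libraries and 976, 1342 and 64 in the MSR1 WT libraries. The size of its fall thus rests mainly on MSR1 WT replicates 1 and 2. Among the DEGs that rose, Gm44973 had 72, 246 and 82 counts in the MSR1 KO libraries and 0 in each MSR1 WT library, and it overlaps 3 other genes on its strand, from which its reads could have come. C1rb had a log2 fold change of 4.62, Serpina3f of 4.03 and Gbp2 of 3.04. The rise of Gbp2 varied between libraries, with 9334, 23814 and 3141 counts in the MSR1 KO libraries against 1525, 1628 and 1710 in the MSR1 WT libraries. That of Serpina3f varied too, with 319, 732 and 94 counts in the MSR1 KO libraries against 32, 15 and 29 in the MSR1 WT libraries.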

As illustrated in Figure 6A, 669 DEGs were upregulated while 902 DEGs were downregulated in MSR1-deficient BMDMs compared to control BMDMs. KEGG pathway analysis showed that the PI3K-AKT signaling pathway was markedly inhibited in MSR1 KO macrophages compared to the control group (Figure 6B). 

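The KEGG gene sets were not used here, and hand-written lists of pathway genes stood in for them. Of the PI3K-AKT list, 267 genes were tested and 39 of these (14.6%) were among the lower DEGs, against 4.89% of the other tested genes (odds ratio 3.33, one-sided Fisher's exact test, p = 2.1e-09, adjusted p over 5 lists = 1.1e-08). Genes are not independent replicates, so this p describes the overlap of gene lists in these libraries. Matrix genes weighed on the result of the PI3K-AKT list. Without its extracellular matrix class the odds ratio was 2.27 (p = 0.00038 by Fisher's exact test), and without the genes that were also in a list of stromal cell markers it was 2.92 (p = 3.2e-07).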

GSEA was also used to show the distribution of genes in different gene set pathways. 

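In a GSEA of the hand-written PI3K-AKT list, with genes ranked by the signal-to-noise ratio, weight 1 and 10000 permutations of genes, the 267 tested genes gave a normalized enrichment score of -1.53, which places them toward the MSR1 WT libraries (permutation p = 0.00013, the smallest these permutations can give). With each library left out in turn the score ranged from -1.61 to -1.28. The median log2 fold change of the list was -0.04. A set test of limma with a preset correlation between genes (camera) gave the list an adjusted p = 0.031 over 17 lists, while fry gave an adjusted p = 0.092. The classes of the list behaved differently. The extracellular matrix class of 31 genes had a median log2 fold change of -0.46 (adjusted p = 2.0e-11 over 7 classes from limma's camera, adjusted p = 0.040 from fry) and the growth factor ligand class of 32 genes one of -0.40 (camera adjusted p = 0.0011, fry adjusted p = 0.072). With an estimated correlation between genes, camera gave an adjusted p = 0.43 for the list and an adjusted p = 0.26 for the extracellular matrix class, and no list or class was past 0.05. The intracellular signalling class of 127 genes had a median of 0.01 (camera adjusted p = 0.95, fry adjusted p = 0.63), with 3 lower and 1 higher DEG; with library size alone this median was -0.024. From the enrichment of these genes in the MSR1 WT group, the paper proposes a regulatory role of MSR1 in PI3K-AKT signaling (Figure 6C).

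**Figure D1:**
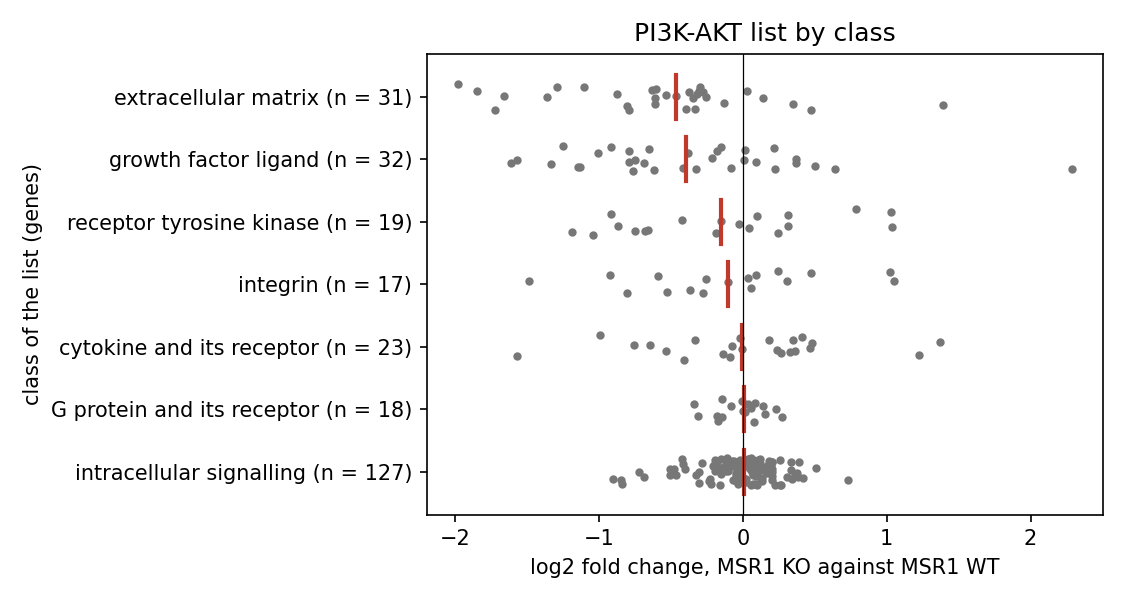
Log2 fold change between MSR1 KO and MSR1 WT libraries (x axis) of each tested gene of the hand-written PI3K-AKT list, by class of gene (y axis, with the number of genes); points are genes, spread vertically for legibility, and red lines are class medians. The median lies at -0.46 for the extracellular matrix class and at 0.01 for the intracellular signalling class.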

The results revealed that genes related to the PI3K-AKT signaling pathway were significantly enriched in the MSR1 WT group, suggesting a potential regulatory role of MSR1 in the PI3K-AKT signaling pathway (Figure 6C). Activated PI3K-AKT signaling has been recognized as an essential step towards M2-like polarization and a negative regulator of TLR and NF-κB pathways in macrophages 18. Moreover, the PI3K/AKT/GSK3β pathway was shown to be activated during MSR1-mediated peritoneal macrophage spreading following adhesion to malondialdehyde-modified proteins 40. As indicated in Figure 6D, MSR1 KO decreased the level of phosphorylated AKT (Ser473) and GSK3β (Ser9), and overexpression of MSR1 positively influenced phosphorylated AKT and GSK3β in the co-culture system. However, neither phosphorylated AKT nor phosphorylated GSK3β was altered without co-culturing (Figure S6A). Importantly, the phosphorylated protein level of mTOR (Ser2448), another PI3K/AKT signaling substrate, was not regulated by MSR1 after co-culturing with BMSCs (Figure 6D).

PI3K/AKT pathway modulates many cellular functions through the inhibition of GSK3β (phosphorylated at position Ser9), which allows β-catenin to stabilize and translocate into the nucleus for gene transcription 18-20. After co-culturing with BMSCs, IF staining exhibited less nuclear localization of β-catenin (green) in MSR1 KO macrophages (Figure 6E). Additionally, the nuclear localization of β-catenin (green) was more pronounced in MSR1-overexpressing RAW264.7 cells (Figure 6F). Western blotting was performed to detect the expression and distribution of β-catenin. As depicted in Figure 6G, the total amount of β-catenin and nuclear β-catenin were both affected by MSR1. However, that total and nuclear localization of β-catenin was not regulated by MSR1 without co-culturing as indicated by IF and Western blotting (Figures S6B-D). To further confirm that the PI3K/AKT/GSK3β pathway is involved in MSR1-mediated stabilization and nuclear localization of β-catenin, small molecule inhibitors targeting PI3K (LY294002) or AKT (ARQ 092) were used. As shown in Figure 6H, AKT and GSK3β signaling was inhibited by LY294002 and ARQ 092 in MSR1 WT macrophages co-cultured with BMSCs. As expected, both total and nuclear-localized β-catenin decreased after treatment with LY294002 or ARQ 092, as indicated by the weaker band seen in Figure 6H. Similar results were observed in MSR1-overexpressing RAW264.7 cells treated with LY294002 or ARQ 092 before co-culturing (Figure 6I). These results were consistent with our RNA sequence data, which indicated that macrophage MSR1 could be a major regulator of PI3K/AKT/GSK3β/β-catenin signaling pathway in the co-culture system.

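Transcripts of Akt1, Gsk3b, Ctnnb1, Pik3ca and Mtor changed little and had adjusted p-values of 0.45 or more in edgeR's quasi-likelihood test. Akt1 (ENSMUSG00000001729.14, chromosome 12 from 112653821 to 112674884) had 278 ± 23.9 CPM (SD, n = 3) in MSR1 KO and 282 ± 18.6 CPM (SD, n = 3) in MSR1 WT libraries, a log2 fold change of -0.02 (standard error 0.085, adjusted p = 0.93 from edgeR's quasi-likelihood test). Gsk3b had a log2 fold change of -0.11 (standard error 0.070, adjusted p = 0.45 from the same edgeR test), with every MSR1 KO library below every MSR1 WT library, and Ctnnb1 one of -0.12 (standard error 0.13, adjusted p = 0.69 from the same edgeR test). Pik3ca and Mtor changed by -0.05 and 0.05. Other PI3K subunits moved more. Pik3cg was at -0.32 (adjusted p = 0.077 from edgeR) and Pik3cb at -0.23 (adjusted p = 0.15 from edgeR), each with every MSR1 KO library below every MSR1 WT library. Pik3cd was at 0.16 (adjusted p = 0.40 from edgeR). Of genes outside the rule for named genes, Irs1 at -0.84 (adjusted p = 0.030 from edgeR) and Pik3r3 at -0.68 (adjusted p = 0.079 from edgeR) were lower DEGs. A hand-written list of 12 tested targets of β-catenin had a median log2 fold change of -0.09 (camera adjusted p = 0.75, fry adjusted p = 0.68). Its members went both ways, with 2 higher and 1 lower DEG, such as Tcf7 at 1.08 and Nkd2 at -1.12. RNA counts do not measure phosphorylation, which the paper followed by other assays.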

### MSR1-mediated PI3K/AKT/GSK3β/β-catenin signaling activation in macrophages is important for pro-osteogenic differentiation

Cytokines are reported to promote osteogenic differentiation 41, 42; therefore, we attempted to identify the cytokines implicated in macrophage MSR1-mediated osteogenic differentiation of BMSCs. 

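Each of Fgf7, Tgfb2, Igfbp5, Igf2, Bmp4, Bmp5, Bmp6 and Fgf20 had a lower mean in the MSR1 KO libraries, and all 8 met the study's definition of a DEG. With Benjamini-Hochberg adjustment over all 16402 genes in edgeR's quasi-likelihood test, 3 of the 8 (Fgf7, Tgfb2 and Igfbp5) had an adjusted p under 0.05. Adjusted over the list alone, all 8 did, but the study chose the list on these libraries, so that count is not independent evidence. In the authors' deposited table, 8 had an unadjusted and 5 an adjusted p under 0.05. Fgf7 (chromosome 2 from 126034658 to 126091185) fell from 33.9 ± 3.24 to 20.2 ± 3.40 CPM (SD, n = 3 each), a log2 fold change of -0.75 (standard error 0.14, adjusted p = 0.026 from edgeR). Tgfb2 (chromosome 1 from 186622792 to 186705989) had a log2 fold change of -0.77 (adjusted p = 0.029 from edgeR) and Igfbp5 (chromosome 1 from 72857932 to 72874884) one of -1.001 (adjusted p = 0.048 from edgeR). The remaining 5 had adjusted p-values from 0.056 for Bmp4 to 0.24 for Bmp5 in the same edgeR test. For 6 of the 8 genes every MSR1 KO library lay below every MSR1 WT library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow), and for Igf2 and Bmp5 the groups overlapped. Between 6 and 7 of the 8 stayed DEGs when 1 library was left out, and the number with an adjusted p under 0.05 fell to 0 without MSR1 KO replicate 1, without MSR1 KO replicate 3 or without MSR1 WT replicate 1, and to 1 without MSR1 WT replicate 3. Fgf20 had few reads, with 3, 8 and 11 counts in the MSR1 KO libraries and 24, 29 and 16 in the MSR1 WT libraries. It lies on chromosome 8 from 40279166 to 40308331, near Msr1, and 12.0% of its exon bases are also exon bases of Micu3 on the opposite strand, so without a stated strand setting its count is uncertain. The counts do not show which cells made the 8 cytokine transcripts. The 48 tested genes of the list of stromal cell markers were lower too (median log2 fold change -0.56, with 24 lower and 2 higher DEGs). Col1a1 had a mean of 586 CPM in the MSR1 WT libraries.

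**Figure D2:**
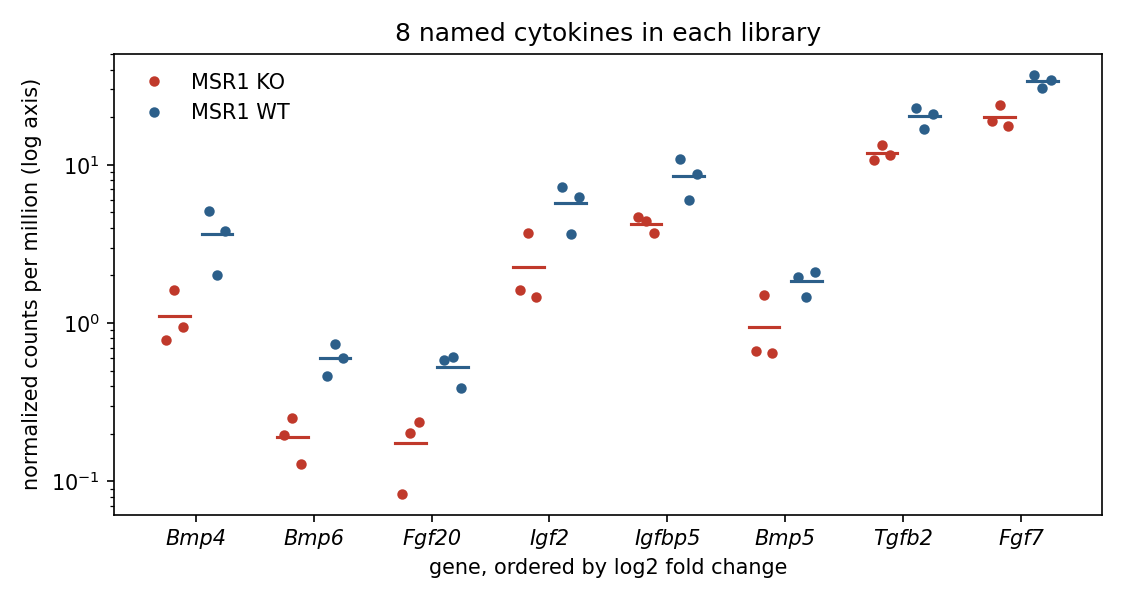
Normalized CPM (log axis) of the 8 cytokine genes in each library; points are the 3 libraries of each group and lines are group means. Fgf7 lies at means of 20.2 and 33.9 in MSR1 KO and MSR1 WT libraries, and the groups of Igf2 and of Bmp5 overlap.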

As indicated in Figure 7A and Figure S7A, based on the results of RNA-seq, eight significantly decreased pro-osteogenic differentiation cytokines (FGF7, TGFB2, IGFBP5, IGF2, BMP4, BMP5, BMP6, and FGF20) were identified in MSR1 KO macrophages after co-culturing with BMSCs 43-48. The mRNA expression patterns of the cytokines mentioned above in different groups were further tested using qPCR (Figure S7B). BMP4 was chosen (because of its highest value of fold-change) to explore the variable protein levels in different groups by ELISA. 

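Bmp4 (ENSMUSG00000021835.14, chromosome 14 from 46383520 to 46390669) had 1.11 ± 0.438 CPM (SD, n = 3) in MSR1 KO and 3.64 ± 1.55 CPM (SD, n = 3) in MSR1 WT libraries, from 28, 64 and 44 counts against 210, 95 and 158. Its log2 fold change of -1.71 (standard error 0.41, adjusted p = 0.056 from edgeR's quasi-likelihood test) was the largest among the named cytokines. Bmp6 at -1.64 (standard error 0.51) and Fgf20 at -1.57 (standard error 0.56) followed within less than 1 standard error of the difference, so the order of these genes was not resolved. Bmp6 had few reads, with 7, 10 and 6 counts in the MSR1 KO libraries and 19, 35 and 25 in the MSR1 WT libraries. The gap to Bmp4 exceeded 2 standard errors for 2 genes, Tgfb2 and Fgf7. With 1 library left out, the log2 fold change of Bmp4 ranged from -2.07 to -1.39.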

As shown in Figures 7B and C, secretion of BMP4 could be significantly blocked by MSR1 KO and small molecule inhibitors (LY294002 or ARQ 092). Besides, Alizarin Red staining and subsequent quantitative analysis confirmed that the pro-osteogenic differentiation effect of MSR1 in macrophages was modulated by PI3K/AKT/GSK3β/β-catenin signaling (Figures 7D-I). ALP activities and qPCR analysis of osteogenic marker genes (Col1, ALP, Ocn and Runx2) from BMSCs in different groups also supported this conclusion (Figures 7F-K, and Figures S7C and D).

Consistent with the previous results, macrophage MSR1-mediated PI3K/AKT/GSK3β pathway might contribute to the pro-osteogenic differentiation of BMSCs in the co-culture system.

### PGC1α is a target gene of MSR1-activated PI3K/AKT/GSK3β/β-catenin pathway to promote OXPHOS in macrophages

It has previously been demonstrated that OXPHOS mediated the polarization and function of M2-like macrophages 15, 16. Additionally, mitochondrial biogenesis and functions were reported to be involved in activated PI3K/AKT pathway through GSK3β inhibition, but the underlying specific mechanisms in macrophages remained unclear 17, 18. As shown in Figures 8A and B, the number of mitochondria was significantly decreased in MSR1 KO macrophages after co-culturing with BMSCs, but an increased number of mitochondria could be observed in co-cultured MSR1-overexpressing RAW264.7 cells. Both RNA-Seq and qPCR data suggested a positive correlation between the mRNA expression of MSR1 and PGC1α, a key mediator of mitochondrial biogenesis (Figure 8C and Figure S7E) 49, 50. Thus, we next investigated whether MSR1-mediated PI3K/AKT/GSK3β/β-catenin pathway controlled the expression of PGC1α protein.

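Ppargc1a, which encodes PGC1α (ENSMUSG00000029167.13, chromosome 5 from 51454250 to 51567726), had 0, 0 and 0 counts in the MSR1 KO libraries and 0, 5 and 5 counts in the MSR1 WT libraries. A count of 0 allows up to 3 counts, or 0.0835, 0.0754 and 0.0645 CPM in the 3 MSR1 KO libraries, and the mean of the MSR1 WT libraries was 0.075 ± 0.066 CPM (SD, n = 3), so a difference was not detectable at this depth. The gene did not have enough counts to enter the test. Among all 25014 genes with a count, it had an adjusted p of 0.43 from edgeR's quasi-likelihood test, and an exact permutation test gave a two-sided p of 0.4. The authors' deposited table gives p = 0.19 and an adjusted p of 0.79. The 6 libraries fall into 2 genotypes of 3, so a correlation with Msr1 over the libraries cannot be tested.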

As indicated in Figure 8D, deletion of MSR1 and inhibition of PI3K/AKT/GSK3β/β-catenin signaling decreased the expression of PGC1α. Moreover, blocking the PI3K/AKT/GSK3β/β-catenin pathway in MSR1-overexpressing RAW264.7 cells reversed the up-regulated expression of PGC1α (Figure 8E). GSK3β inactivation is known for causing increased accumulation of β-catenin in the cytoplasm and its subsequent translocation into the nucleus for gene transcription. To demonstrate whether TCF4, a classic nuclear partner of β-catenin, directly regulated the expression of PGC1α, we first constructed 10 pairs of primers in the promoter region of PGC1α (Figure 8F). When the ChIP assay was performed, the results revealed that TCF4 had a binding site (-1200 to -900 bp upstream of the transcription start site) in BMDMs (Figure 8G). Furthermore, luciferase reporter plasmids containing about 1200 bp of the wild-type and mutant PGC1α promoters were constructed. The results of dual-luciferase reporter assay indicated that the transcriptional activity of the PGC1α promoter was significantly enhanced by TCF4, and decreased by a mutation in the PGC1α promoter (Figure 8H).

These results suggested that MSR1-mediated PI3K/AKT/GSK3β/β-catenin pathway enhanced OXPHOS by up-regulating PGC1α expression in macrophages after co-culturing with BMSCs. These findings explain our previous observations that MSR1 contributes to the M2-like polarization phenotype in a co-culture system.

### Transplantation with MSR1 from WT bone marrow improves the impaired intramembranous ossification in MSR1 KO mice

To further verify the association between myeloid MSR1 and IO, bone marrow transplantation experiments were performed (Figure 9A). Four weeks after substituting MSR1 KO bone marrow with MSR1 KO or MSR1 WT bone marrow, a standardized tibial monocortical defect model was obtained. As shown in Figures 9B-F, and Figure S8A, enhanced IO was demonstrated in MSR1 KO mice transplanted with MSR1 WT bone marrow compared with those transplanted with MSR1 KO bone marrow. Also, irradiated MSR1 KO mice reconstituted with bone marrow from MSR1 WT mice up-regulated the fraction of CD206^+^ macrophages and down-regulated the fraction of iNOS^+^ macrophages (Figures 9G and H, and Figure S8B). A reversed callus mRNA expression level of M1-like markers (iNOS and IL1β) and M2-like markers (CD206 and CD163) were also observed in MSR1 KO mice transplanted with MSR1 WT bone marrow by qPCR (Figure 9I). These results supported the notion that MSR1 was not only responsible for the changes in the IO but also affected the infiltrated M2-like macrophages.

## Discussion

It has been shown that MSR1 acts as a protective receptor in macrophages and attenuates disease progression 21. Although published data also suggest that MSR1 contributes to the pathophysiology of certain diseases, little is known about its role in the process of IO 21. In the present study, we demonstrated that MSR1, a membrane receptor, contributes to the activation of the PI3K/AKT/GSK3β pathway by enhancing the nuclear translocation of β-catenin. MSR1-mediated PI3K/AKT/GSK3β/β-catenin signaling not only promotes BMSC osteogenic differentiation but also facilitates mitochondrial biogenesis and OXPHOS by up-regulating the expression of PGC1α, which participates in the M2-like activation (Figure 10).

Recent studies conducted in the co-culture system and animal models have pointed out that macrophage-BMSC cross-talk had a great impact on bone regeneration during fracture repair 10, 51. However, the underlying mechanisms of this communication between BMSCs and macrophages were not characterized. Macrophage-derived chemokines (such as CCL2, SDF-1, and CXCL8) and osteoinductive factors (such as BMP2, OSM, and PGE2) could regulate the recruitment and osteogenic differentiation of BMSCs 10. Depletion of macrophages led to an impaired IO as indicated by the reduced osteogenic differentiation ability of BMSCs and decreased deposition of woven bone 8-10. Our study shows that macrophage MSR1 contributes to IO *in vivo* and pro-osteogenic differentiation of BMSCs in a co-culture system. Mechanistically, in this co-culture system, macrophage MSR1-mediated PI3K/AKT/GSK3β/β-catenin signaling could be involved in producing BMP4.

BMSCs have been shown to reciprocally modulate macrophage polarization phenotype 52-54. Several studies have revealed that BMSCs were able to suppress M1-like polarization and promote M2-like polarization 52, 53. However, the potential mechanisms by which BMSCs influence polarization of macrophages remained unclear. In the present study, we found that lack of MSR1 led to a reduced OXPHOS and M2-like polarization phenotype. Mechanistically, when co-cultured with BMSCs, macrophage MSR1 regulated the expression of PGC1α via PI3K/AKT/GSK3β/β-catenin pathway to maintain M2-like polarization. PGC1α is a central regulator of mitochondrial biogenesis and OXPHOS, and current findings highlight the key role of metabolic cascades in macrophage activation and function 37, 38. M1-like macrophages take advantage of glycolysis for phagocytosis and killing, whereas M2-like macrophages rely on OXPHOS for sustained energy production for tissue repair 37, 38. We detected a novel role of MSR1 in mediating the OXPHOS of macrophages in the co-culture system. Thus, manipulating M2-like macrophages through MSR1 may represent a new therapeutic approach for bone regeneration.

In this study, we obtained BMDMs from MSR1 KO and WT mice to investigate the role of MSR1. We performed gain of function experiments by overexpressing MSR1 in RAW264.7 cells and demonstrated novel functions of MSR1, such as enhanced BMSC osteogenic differentiation and facilitation of macrophage OXPHOS. We also confirmed that macrophage MSR1 activated PI3K/AKT/GSK3β/β-catenin signaling in a co-culture system.

Although we evaluated IO using MSR1 KO mice, it may still be of somewhat limited value. Accurate determination of the role of MSR1 *in vivo* requires further investigations using conditional KO in mice, specifically targeting macrophages. Other directions that need to be pursued in the future include identification of the specific ligands associated with the paracrine effects of BMSCs or with the autocrine effects of macrophages. Given the high plasticity of macrophages, it is plausible that their polarization status could also be controlled by other metabolic pathways involving amino acids, lipids, and iron 55. The cross-talk between the macrophages and BMSCs is complex, and other molecular components/pathways affected by MSR1 need further investigation. In this study, non-activated macrophages were used; whether MSR1 contributes to the immune-modulatory function of BMSCs in regulating M1-like and/or M2-like activated macrophages and the specific mechanisms involved in M1/M2 polarized macrophages requires further analysis. Moreover, whether MSR1 contributes to the endochondral bone formation and/or chondrogenesis is worthy to investigate in further study.

In conclusion, our study elucidated a previously unrecognized function of MSR1 that underlies promotion of IO during fracture repair and enhanced osteogenic differentiation of BMSCs in a co-culture system. This effect correlated with the activation of PI3K/AKT/GSK3β/β-catenin signaling to induce production of several osteoinductive factors. MSR1-activated PI3K/AKT/GSK3β/β-catenin pathway contributed to OXPHOS for M2-like polarization by increasing the expression of PGC1α.

## Supplementary Material

Supplementary figures and table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
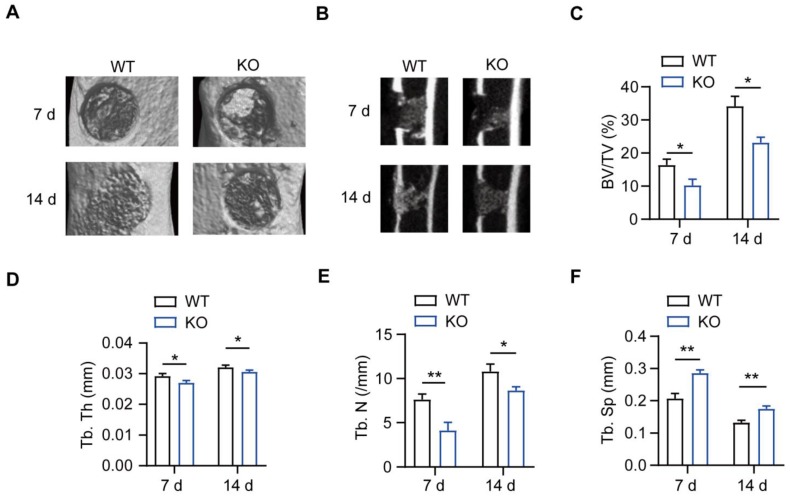
** Impaired intramembranous ossification (IO) in MSR1 KO mice.** (A) Representative 3D images of the injured tibiae by micro-CT on day 7 or 14 post-surgery. (B) Representative 2D coronal images of the injured tibiae from MSR1 WT and KO groups on day 7 or 14 post-surgery. (C-F) 3D structural parameters of bone volume (BV)/tissue volume (TV) (%) (C), trabecular thickness (Tb. Th) (D), trabecular number (Tb. N) (E) and trabecular separation (Tb. Sp) (F) for the defect region on day 7 and 14 post-surgery were further analyzed (values are mean ± SD, *p < 0.05, **p < 0.01).

**Figure 2:**
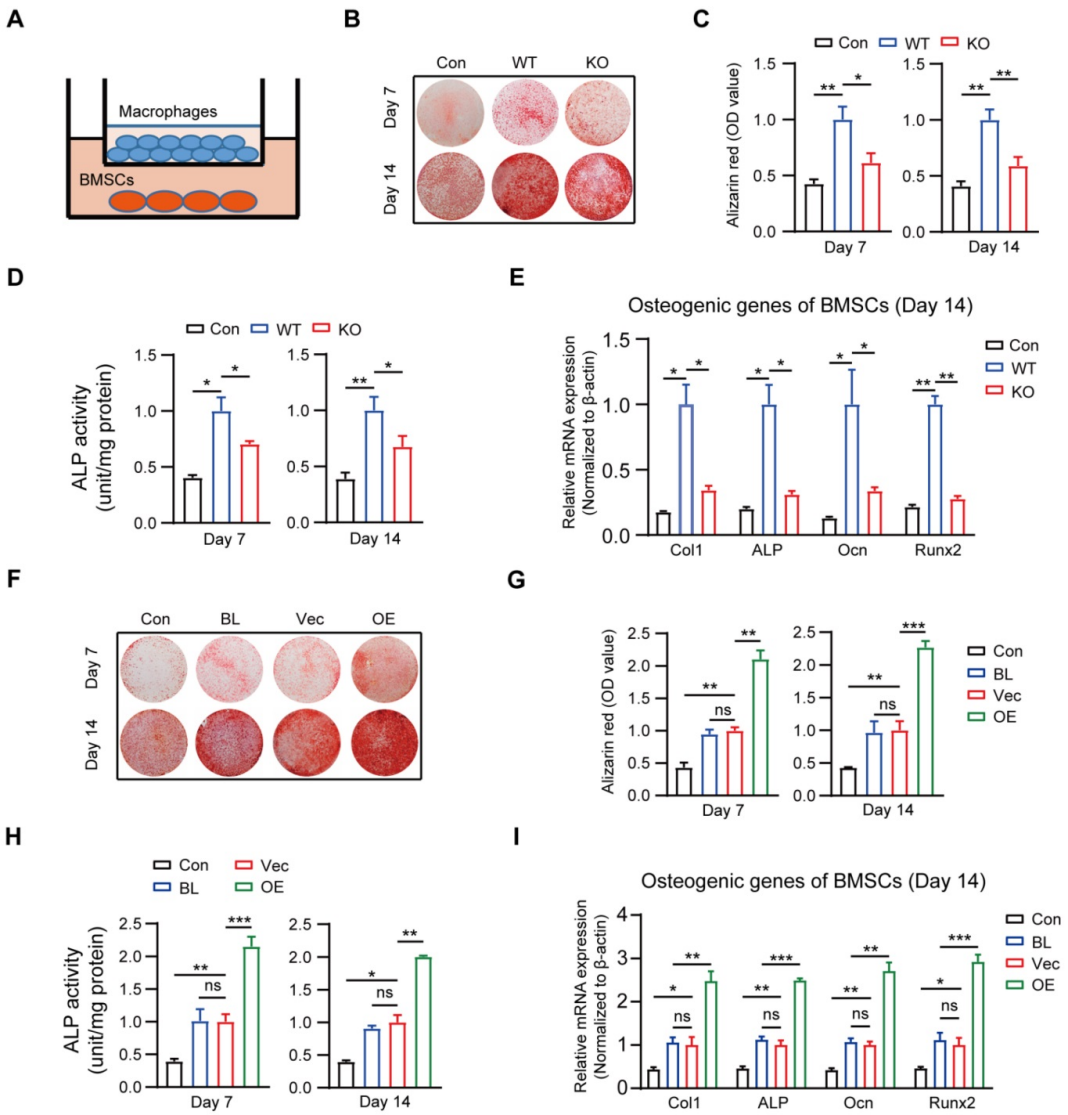
** Macrophage MSR1 exhibits pro-osteogenic differentiation effect of BMSC in a co-culture system.** (A) BMSCs were seeded in the lower chamber, and macrophages were cultured in the upper chamber. (B) In a co-culture system for 7 or 14 days, MSR1 KO BMDMs reduced the ability to promote osteogenic differentiation of BMSCs as indicated by AR staining. BMSCs without co-culture were set as the control (Con) group. (C and D) Quantitative evaluation of AR staining results (C) and ALP activities (D) on day 7 and 14 was performed (Values are expressed as mean ± SD, *p < 0.05, **p < 0.01). (E) mRNA expression levels of osteogenic marker genes (Runx2, Ocn, ALP, and Col1) in osteogenic differentiation of BMSCs on day 14 were detected by qPCR in different groups. β-actin was used as an internal control (Values are mean ± SD, *p < 0.05, **p < 0.01). (F) In the co-culture system, MSR1-overexpressing RAW264.7 cells enhanced osteogenic differentiation of BMSCs on day 7 and 14 as revealed by AR staining. BMSCs cultured alone were set as the Con group and RAW264.7 cells without MSR1-plasmid transfection were defined as the blank (BL) group. Vec: vector group, OE: overexpression group. (G and H) Quantitative analyses of AR staining results (G) and ALP activities (H) of osteogenic differentiation of BMSCs on day 7 and 14 were performed. Values are expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance. (I) mRNA expression levels of Col1, ALP, Ocn and Runx2 in osteogenic differentiation of BMSCs on day 14 by qPCR in different groups. β-actin was used as an internal control (Values are expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance).

**Figure 3:**
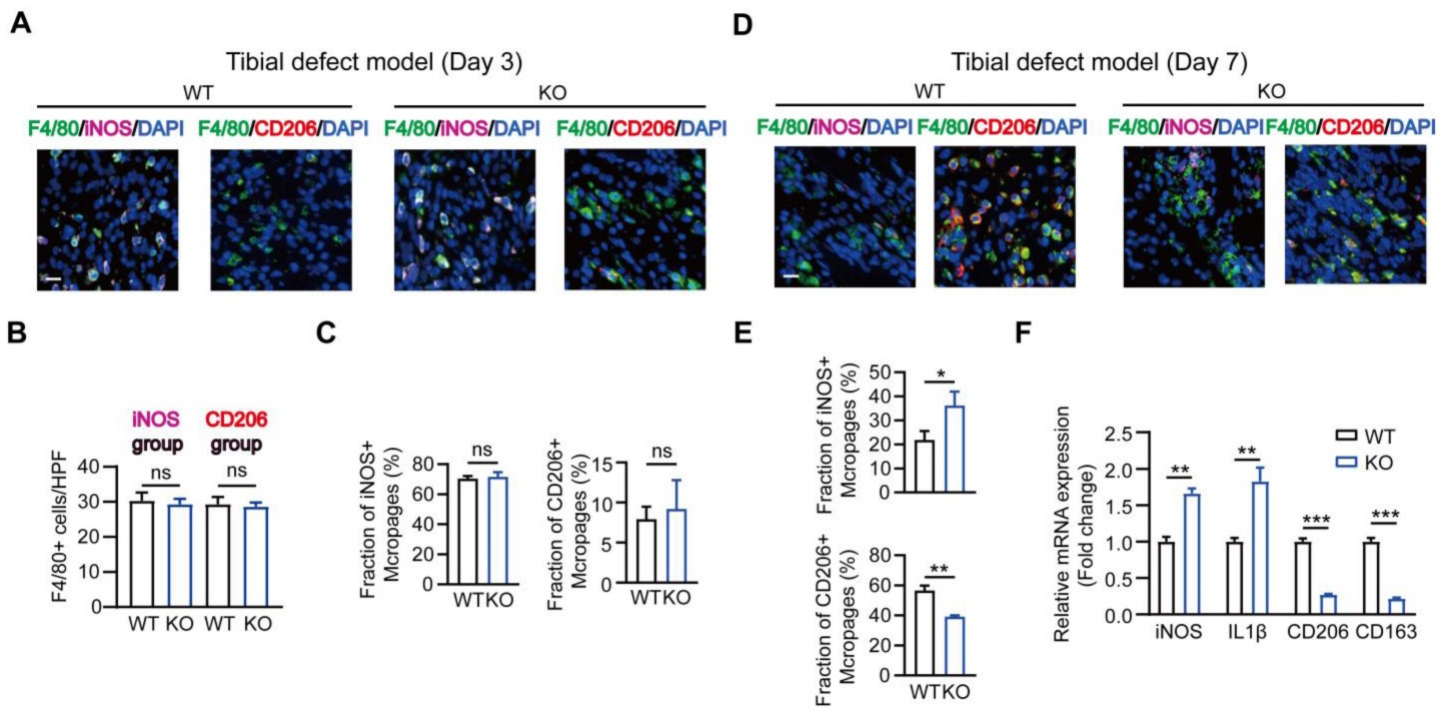
** MSR1-depletion reduced the fraction of M2-like macrophages on day 7 post-surgery in the tibial monocortical defect model.** (A) Immunofluorescence (IF) staining of the total macrophage biomarker, F4/80 (green), and M1-like macrophage biomarker, iNOS (purple) and M2-like macrophage biomarker, CD206 (red), in facture tissues on day 3 post-surgery in the tibial monocortical defect model. Nuclei were counterstained with DAPI (blue). Bar = 200 μm. (B and C) The infiltration of F4/80^+^ macrophages (B) and the fraction of iNOS^+^ F4/80^+^ and CD206^+^ F4/80^+^ macrophages (C) were determined on day 3 post-surgery in the tibial monocortical defect model from MSR1 WT and KO mice (Values are expressed as mean ± SD, ns indicates no significance). iNOS group indicates the samples stained with anti-F4/80 and anti-iNOS; the slides stained with anti-F4/80, and anti-CD206 denote the CD206 group. (D) Representative IF images of total macrophages (F4/80^+^), M1-like macrophages (iNOS^+^ F4/80^+^), and M2-like macrophages (CD206^+^ F4/80^+^) in facture tissues on day 7 post-surgery of the tibial monocortical defect model. Nuclei were counterstained with DAPI (blue). Bar = 200 μm. (E) The iNOS^+^ and CD206^+^ macrophage fractions were determined by the percentages of iNOS^+^ and CD206^+^ macrophages within F4/80^+^ macrophage populations in the MSR1 WT or KO fracture tissues on day 7 post-surgery in the tibial monocortical defect model (Values are expressed as mean ± SD, *p < 0.05, **p < 0.01). (F) mRNA expression levels of macrophage marker genes (M1-like: iNOS and IL-1b, M2-like: CD206 and CD163) in the fracture tissues from MSR1 WT or MSR1 KO mice on day 7 in the tibial monocortical defect model (L) (*p < 0.05, **p < 0.01, ***p < 0.001).

**Figure 4:**
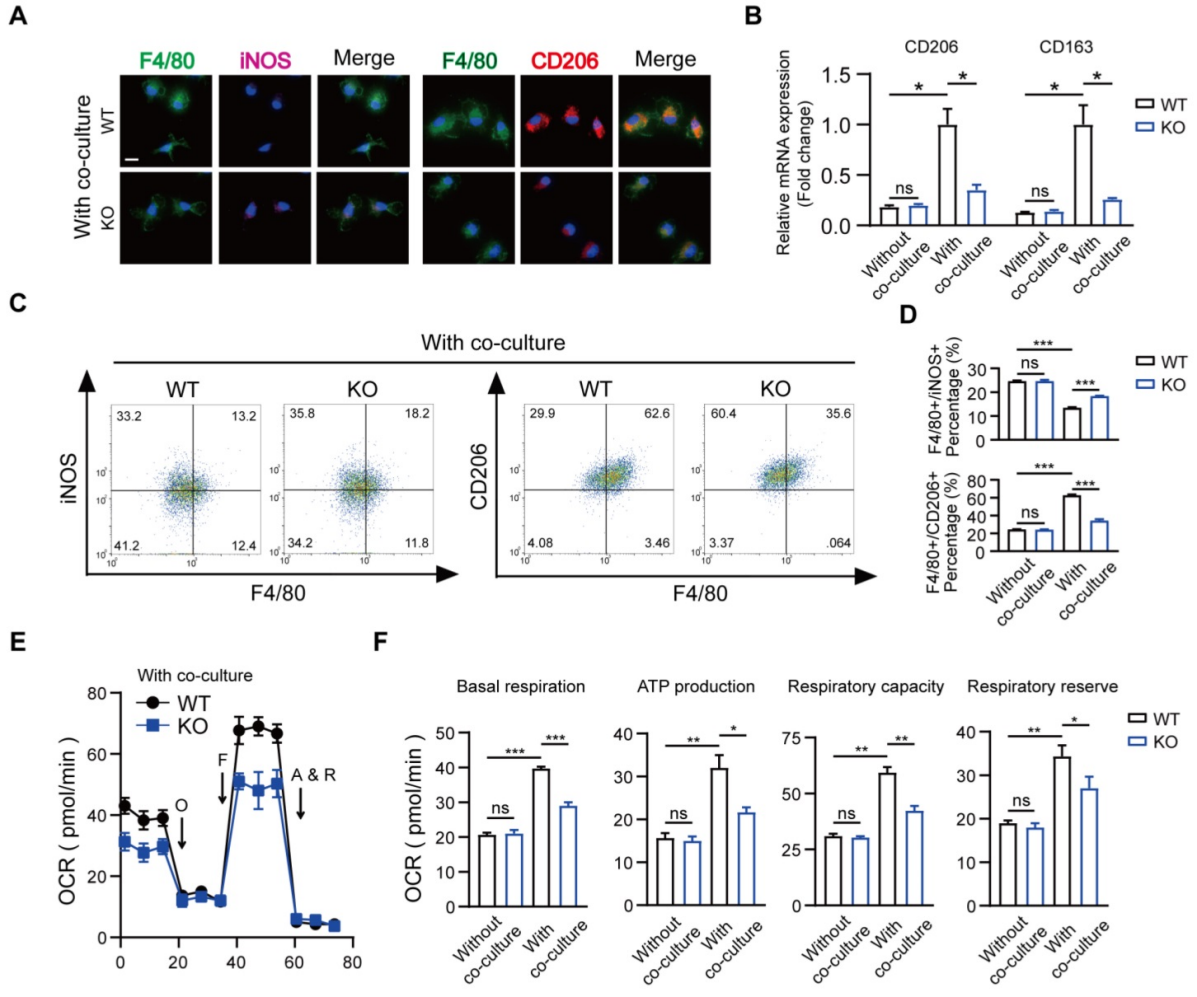
** Depletion of MSR1 in BMDMs reduced M2-like macrophages and mitochondrial OXPHOS in the co-culture system.** (A) IF staining results of MSR1 WT and KO macrophages in the co-culture system for an M1-like marker (iNOS) and M2-like marker (CD206). Bar = 50 μm. (B) mRNA expression levels of M2-like marker genes (CD206 and CD163) in MSR1 WT and KO macrophages with or without co-culture by qPCR. Values are mean ± SD, *p < 0.05, ns indicates no significance. (C) Flow cytometry analysis of MSR1 WT or KO macrophages after co-culturing with BMSCs. Dot plots represent F4/80 and iNOS staining (left panel) and F4/80 and CD206 staining of macrophages (right panel). (D) Percentages of F4/80^+^ iNOS^+^ and F4/80^+^ CD206^+^ macrophages with or without co-culture were determined. Values are mean ± SD, ***p < 0.001, ns indicates no significance. (E) OCR of BMDMs in MSR1 WT or KO group after co-culture was detected using a Seahorse Bioscience XFp analyzer. O: Oligomycin, F: FCCP, A&R: antimycin A/rotenone. (F) Mitochondrial activities such as basal respiration, ATP production, respiratory capacity, and respiratory reserve were determined in indicated groups. Values are mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance.

**Figure 5:**
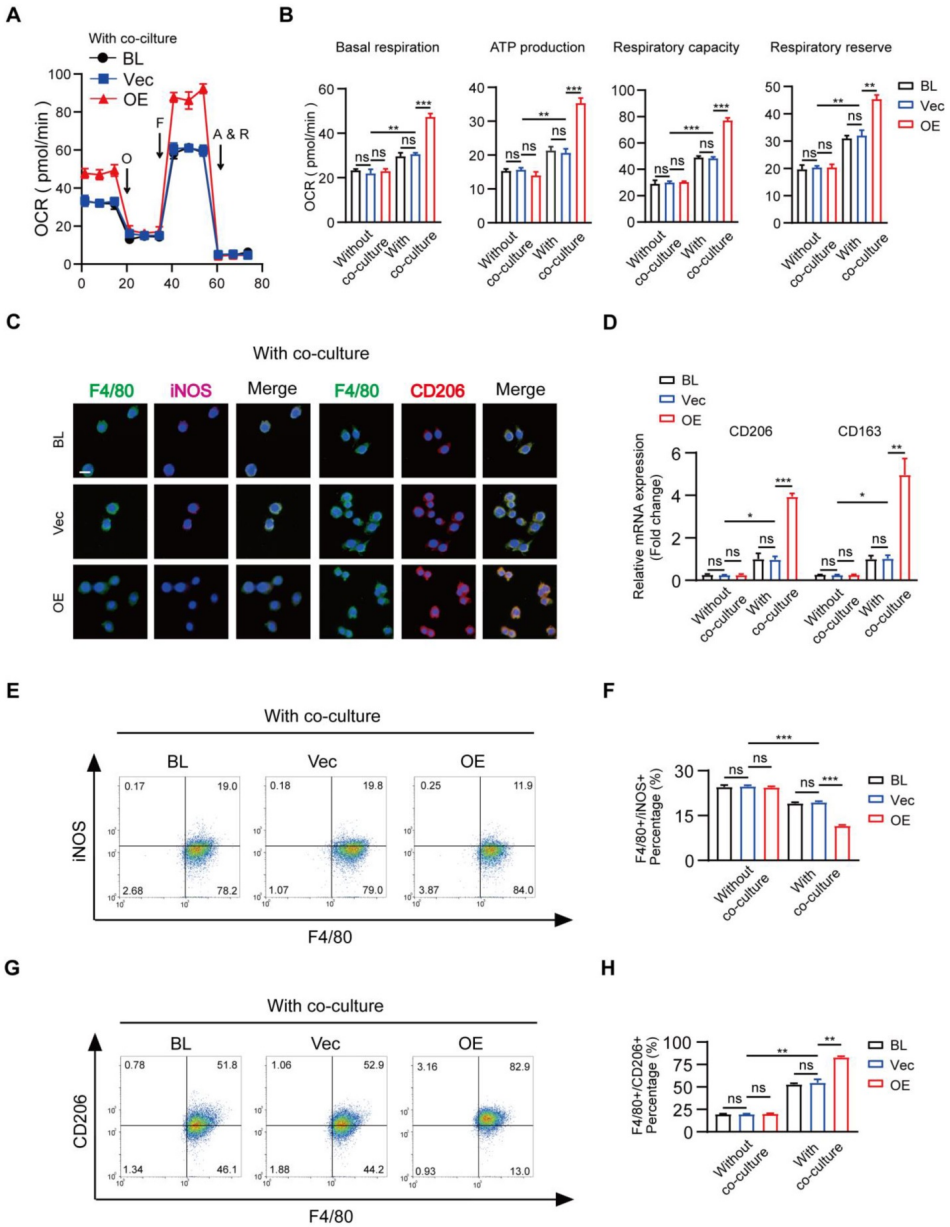
** Overexpression of MSR1 in RAW264.7 cells promotes mitochondrial OXPHOS and M2-like polarization in the co-culture system.** (A) OCR of blank (BL), vector (Vec), and MSR1-overexpressed (OE) RAW264.7 cells after co-culture were evaluated using a Seahorse Bioscience XFp analyzer. (B) Basal respiration, ATP production, respiratory capacity, and respiratory reserve were determined in BL, Vec, and MSR1 OE RAW264.7 cells with or without co-culture. Values are expressed as mean ± SD, **p < 0.01, ***p < 0.001, ns indicates no significance. (C) IF staining of BL, Vec, and OE RAW264.7 cells after co-culture for the M1-like biomarker (iNOS) and M2-like biomarker (CD206). Bar = 50 μm. (D) mRNA expression levels of M2-like macrophage marker genes (CD206 and CD163) in indicated groups were analyzed by qPCR. Values are expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance. (E and G) Flow cytometry analysis of RAW264.7 cells from different groups after co-culture with BMSCs. Dot plots represent F4/80 and iNOS staining of (E) and F4/80 and CD206 staining of RAW264.7 cells (G). (F and H) percentages of F4/80^+^ iNOS^+^ (F) and F4/80^+^ CD206^+^ (H) in RAW264.7 cells in different groups were calculated. Values are expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance.

**Figure 6:**
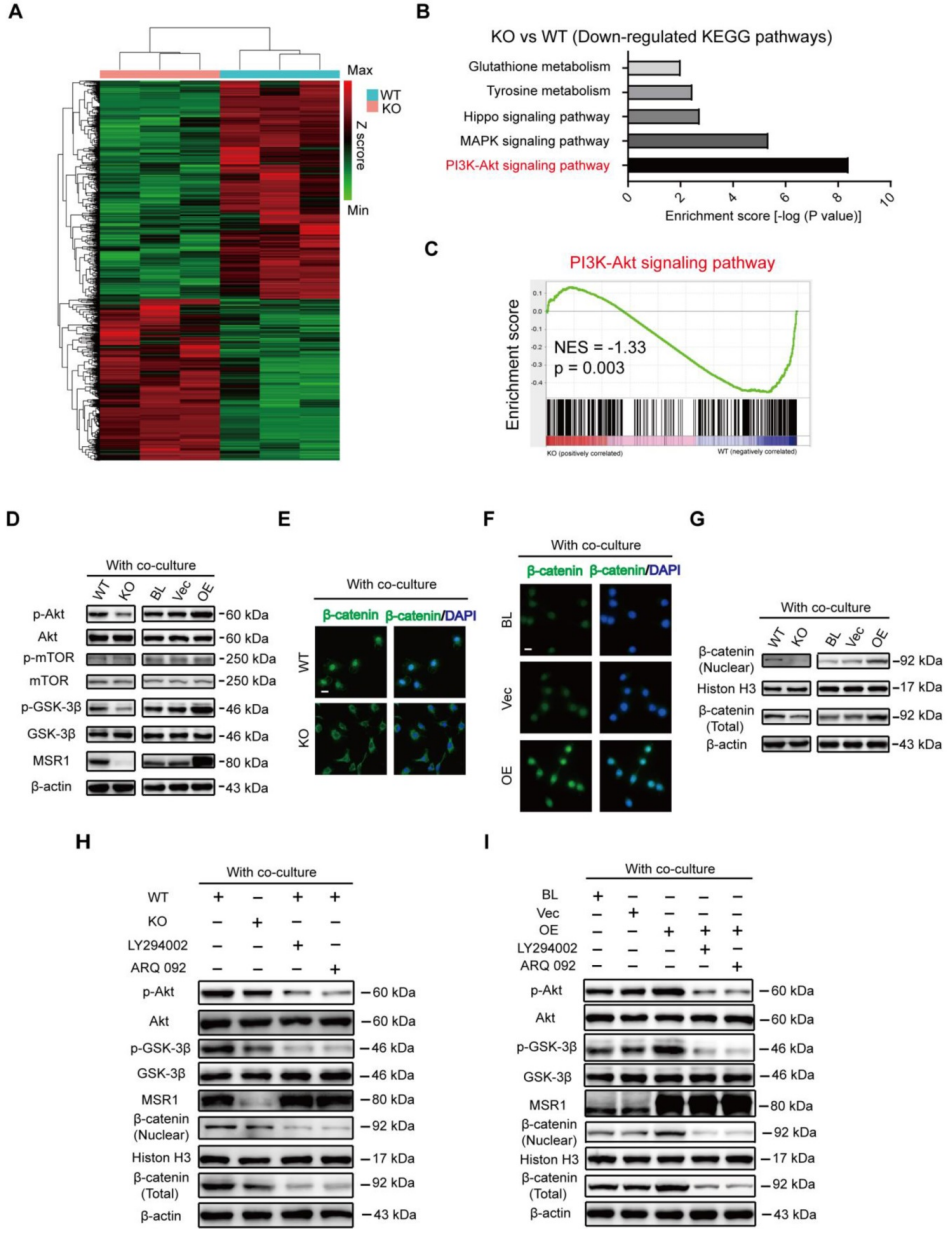
** MSR1 activates macrophage PI3K/AKT/GSK3β/β-catenin signaling in the co-culture system** (A) Heat map of DEGs of MSR1 KO or WT BMDMs after co-culturing with BMSCs. Green and red colors represent low and high expression values, respectively. (B) Representative down-regulated KEGG pathway categories affected by MSR1 depletion in macrophages. (C) Gene set enrichment analysis (GSEA) was used to identify the distribution of genes in the PI3K/AKT pathway gene set of MSR1 KO and WT groups. NES, normalized enrichment score. (D) Immunoblot images showing the effect of MSR1 KO or overexpression on the expression of p-AKT/AKT, p-mTOR/mTOR, and p-GSK3β/GSK3β after co-culturing with BMSCs. (E and F) Distribution of β-catenin (green) in MSR1 WT and MSR1 KO macrophages (E), and MSR1 BL, Vec, and overexpressing RAW264.7 cells (F) were analyzed by IF staining. The cell nuclei were stained with DAPI (blue fluorescence), Scale bars: 50 μm. (G) Immunoblot images showing the role of MSR1 KO or OE on the expression of β-catenin from nuclear and whole-cell lysates. (H) Altered protein expression levels of p-AKT/AKT, p-GSK3β/GSK3β, β-catenin (nuclear), and β-catenin (total) were detected using Western blotting in MSR1 KO and WT macrophages in the co-culture system, or in MSR1 WT macrophages treated with LY294002 (an inhibitor of PI3K), ARQ 092 (an inhibitor of AKT) before co-culture. (I) Protein expression levels of p-AKT/AKT, p-GSK3β/GSK3β, β-catenin (nuclear), and β-catenin (total) were detected using Western blotting in MSR1 BL, Vec and OE RAW264.7 cells in the co-culture system, or MSR1 OE RAW264.7 cells treated with LY294002 (an inhibitor of PI3K), ARQ 092 (an inhibitor of AKT) before co-culture.

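Over all 16402 tested genes, hierarchical clustering of the log CPM values placed the 3 MSR1 KO and the 3 MSR1 WT libraries in separate clusters, and the first principal component, with 34.7% of the variance, separated the genotypes. Pearson's correlation across genes was 0.976 to 0.978 between libraries of a genotype and 0.965 to 0.973 between genotypes, though genes are not independent replicates. A heat map of DEGs separates the groups by its choice of genes, whereas this clustering used no such choice. Libraries of the same genotype differed by more than the sampling noise of their counts.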

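The hand-written lists for the other pathway categories were tested in the same way against the lower DEGs, and the p-values were adjusted over the 5 lists. The list of MAPK genes had 28 of 233 tested genes among the lower DEGs (12.0%, odds ratio 2.62, one-sided Fisher's exact test, adjusted p = 4.7e-05) and the Hippo list 16 of 118 (13.6%, odds ratio 2.99, adjusted p = 0.00036 by the same Fisher's exact test). Of the tyrosine metabolism list 6 of 16 tested genes were lower DEGs (37.5%, adjusted p = 0.00014 by Fisher's exact test), and of the glutathione metabolism list 8 of 48 (16.7%, adjusted p = 0.0026 by Fisher's exact test). Among the lower genes were Maob, with a log2 fold change of -2.13, and Gpx3, with one of -0.74.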

**Figure 7:**
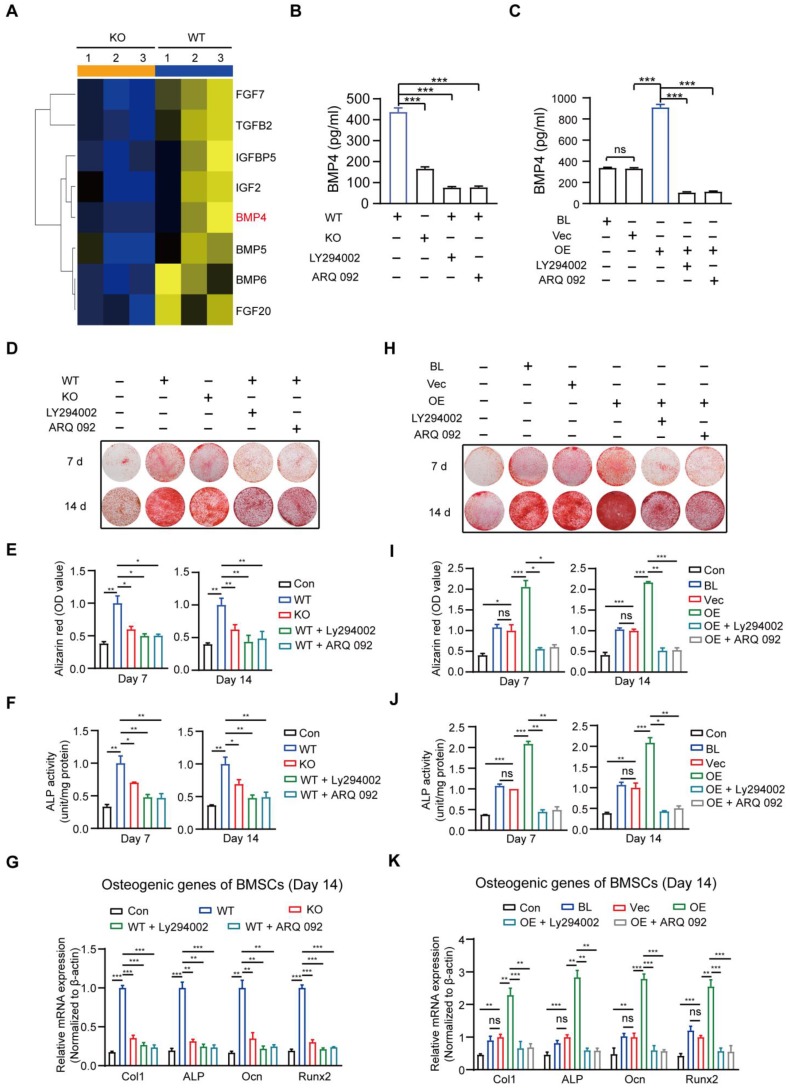
** MSR1-activated macrophage PI3K/AKT/GSK3β/β-catenin signaling promotes osteogenic differentiation of BMSCs.** (A) Heat map of several genes encoding molecules involved in BMSC osteogenic differentiation was performed based on the results of RNA sequencing (MSR1 KO vs. WT). Blue and yellow colors represent low and high expression values, respectively.(B) The amount of secreted BMP4 in 24-h in the serum-free medium by MSR1 WT and MSR1 KO macrophages after co-culture, or MSR1 WT macrophages treated with LY294002 or ARQ 092 before co-culture was assessed by ELISA. Values are expressed as mean ± SD, ***p < 0.001. (C) The amount of secreted BMP4 in 24-h serum-free MSR1 BL, Vec, and OE RAW264.7 cells after co-culture, or MSR1 OE RAW264.7 cells treated with LY294002, ARQ 092 before co-culture was determined by ELISA. Values are expressed as mean ± SD, ***p < 0.001. (D-F) In the co-culture system, knockout of MSR1 or inhibition of PI3K/AKT/GSK3β/β-catenin signaling in macrophages impaired pro-osteogenic differentiation of BMSCs as observed by AR staining (D). Quantitative evaluation of AR staining results (E) and ALP activities (F) on day 7 and 14 was performed. BMSC without co-culture was used as the Con group. Values are expressed as mean ± SD, *p < 0.05, **p < 0.01. (G) mRNA expression levels of osteogenic biomarkers (Col1, ALP, Ocn and Runx2) in osteogenic differentiated BMSCs on day 14 were detected by qPCR in different groups. β-actin was used as an internal control. Values are expressed as mean ± SD, **p < 0.01, ***p < 0.001. (H-J) Inhibition of PI3K/AKT/GSK3β/β-catenin signaling in MSR1 OE RAW264.7 cells in the co-culture system decreased osteogenic differentiation of BMSCs as observed by AR staining (H). Quantitative evaluation of AR staining results (I) and ALP activities (J) on day 7 and 14 was performed. Values are expressed as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significance. (K) mRNA expression levels of Col1, ALP, Ocn and Runx2 in osteogenic differentiated BMSCs on day 14 detected by qPCR in the indicated groups. β-actin was used as an internal control. Values are expressed as mean ± SD, **p < 0. 01, ***p < 0.001, ns indicates no significance.

**Figure 8:**
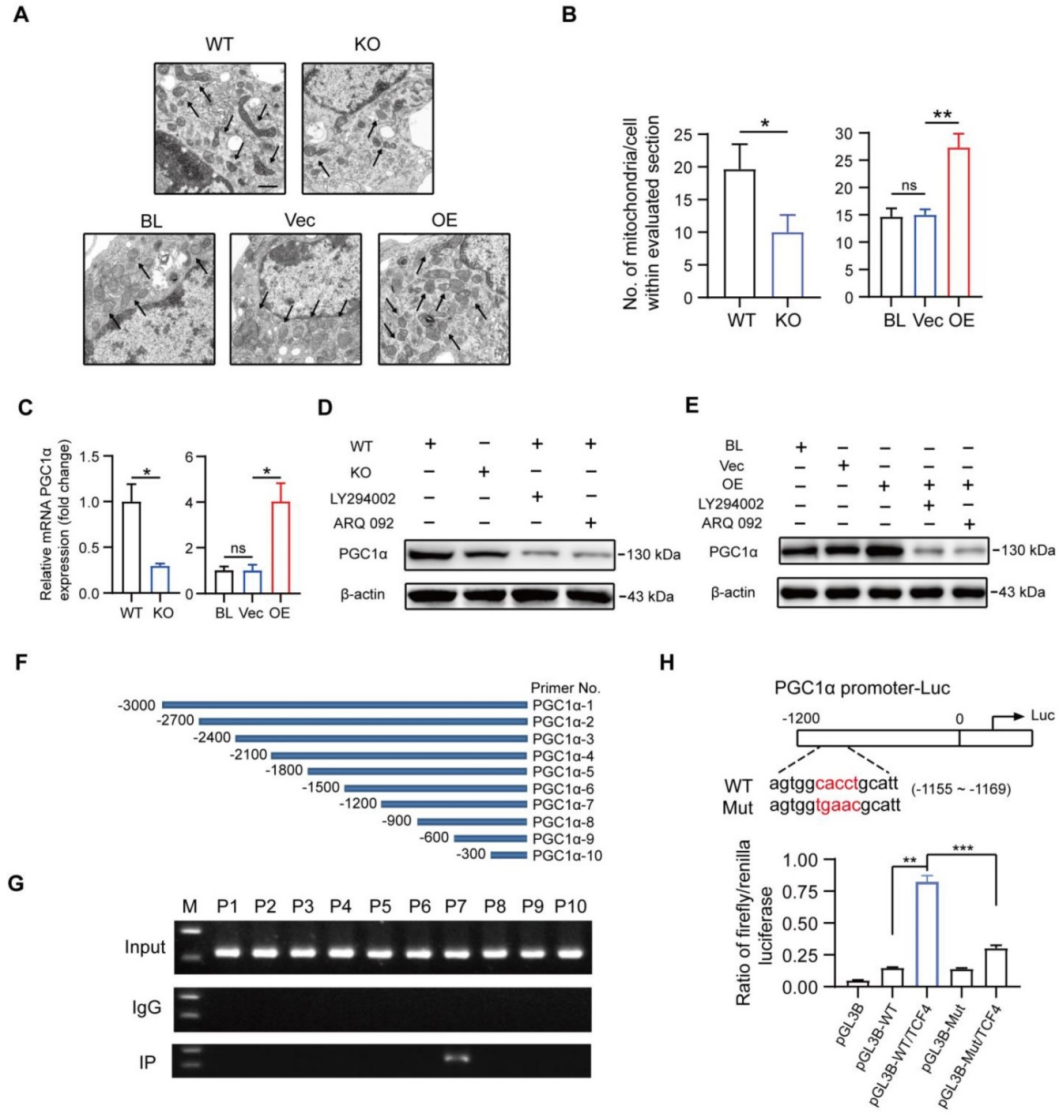
** Macrophage MSR1 regulates the expression of PGC1α in the co-culture system.** (A) The number of mitochondria per cell in different groups was evaluated by transmission electron microscopy. Black arrows indicate mitochondria. Scale bars: 500 nm. (B) Quantification of the number of mitochondria per cell in the imaged section. Values are mean ± SD, *p < 0.05, **p < 0.01, ns indicates no significance. (C) mRNA expression levels of PGC1α in MSR1 WT and MSR1 KO macrophages, and MSR1 BL, Vec, and MSR1 OE RAW264.7 cells were determined by qPCR. Values are mean ± SD, *p < 0.05, ns indicates no significance. (D) Altered protein expression level of PGC1α was detected by Western blotting in MSR1 KO macrophages in the co-culture system, or MSR1 WT macrophages treated with LY294002, ARQ 092 before co-culture. (E) Immunoblot images of the protein expression level of PGC1α in MSR1 BL and Vec RAW264.7 cells in the co-culture system, or MSR1 OE RAW264.7 cells treated with LY294002, ARQ 092 before co-culture. (F) Diagram depicting 10 pairs of primers in the promoter region of PGC1α. (G) ChIP assay was performed to confirm the potential TCF-binding site in the PGC1α promoter region in macrophages. Immunoprecipitated DNA was amplified with a series of primers covering the 3000 bp sequence upstream from PGC1α transcription start site. (H) Luciferase reporter assay was performed using macrophages after transfecting the wild-type and mutant PGC1α promoter (mutation site: red). Values are mean ± SD, **p < 0.01, ***p < 0.001.

**Figure 9:**
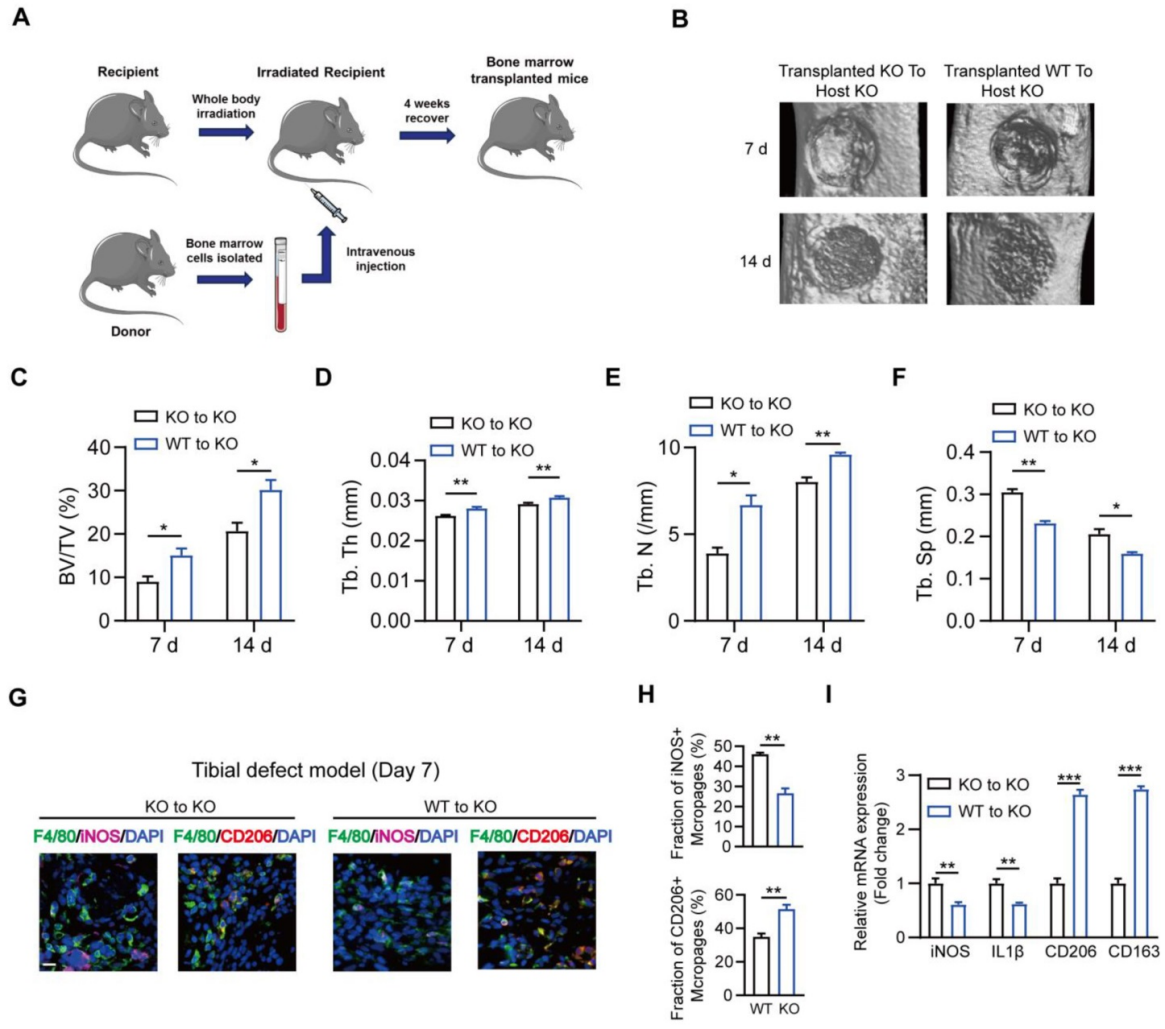
** Substitution of MSR1 KO bone marrow with MSR1 WT bone marrow promotes intramembranous bone healing.** (A) Schematic representation of the main steps of the bone marrow transplant. (B) Representation of 3D images of injured tibiae from different transplanted mice (KO to KO vs. WT to KO) by micro-CT on day 7 or 14 post-surgery. (C-F) Quantification of BV/TV (%) (C), Tb. Th (mm) (D), Tb. N (/mm) (E) and Tb. Sp (mm) (F) in the defect region on day 7 and 14 post-surgery for different transplanted mice (KO to KO vs. WT to KO) (Values are expressed as mean ± SD, *p < 0.05). (G) Representative IF images of total macrophages (F4/80+), M1-like macrophages (iNOS+ F4/80+) and M2-like macrophages (CD206+ F4/80+) in facture tissues from the bone marrow of transplanted mice (transplanted MSR1 KO bone marrow to host KO mice and transplanted MSR1 WT bone marrow to host KO mice) on day 7 post-surgery in the tibial monocortical defect model. Nuclei were counterstained with DAPI (blue). Bar = 100 μm. (H) The iNOS+ and CD206+ macrophage fractions were determined from different transplanted mice (KO to KO vs. WT to KO) on day 7 post-surgery of the tibial monocortical defect model (Values are expressed as mean ± SD, *p < 0.05, **p < 0.01). (I) mRNA expression levels of macrophage marker genes (M1-like: iNOS and IL-1b, M2-like: CD206 and CD163) in fracture tissues from different transplanted mice on day 7 in the tibial monocortical defect model (K) (*p < 0.05, **p < 0.01, ***p < 0.001).

**Figure 10:**
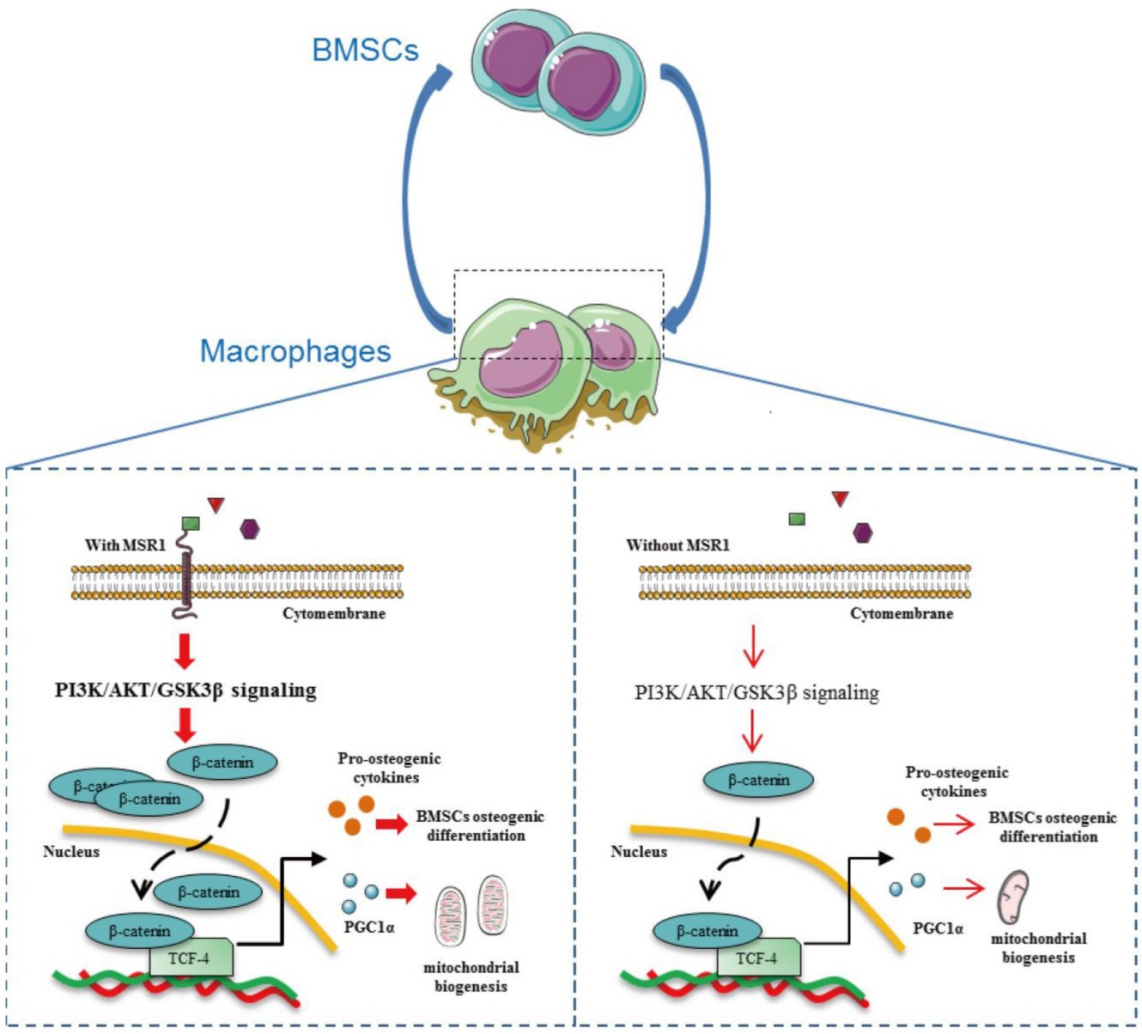
** Macrophage MSR1 is essential for maintaining M2-like activation and promoting BMSC osteogenic differentiation.** In the communication between macrophages and BMSCs, MSR1 plays a crucial role in maintaining M2-like polarization and facilitating BMSC osteogenic differentiation. MSR1-mediated activation of PI3K/AKT/GSK3β/β-catenin signaling promotes BMSC osteogenic differentiation. Notably, PGC1α is regulated by MSR1-mediated PI3K/AKT/GSK3β/β-catenin signaling in the macrophages. Increased PGC1α promotes oxidative phosphorylation by enhancing mitochondrial biogenesis to maintain M2-like activation in macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

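RNA-seq of macrophages kept with BMSCs for 2 days was analysed in 3 MSR1 KO and 3 MSR1 WT libraries. The authors aligned the reads with TopHat and deposited raw counts per gene and library, without normalization. The same deposited table holds a signal column per library, which is the count divided by a size factor, the authors' log2 fold change, and the authors' p-value and adjusted p-value. The length column of the deposited table equals the span from gene start to gene end for all 52550 genes. The paper's methods name FPKM values, whereas the deposited values are counts. The counting program, its strand setting and the genome build are not named in the paper's text. No row lacked a gene name, and 0 value columns were left without a mapping. Spreadsheet software had turned 27 gene symbols into dates, of which 26 were restored from the gene identifiers. For 89 symbols shared by several identifiers, the row with the most counts kept the symbol.

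Total counts per library ranged from 36143518 to 47417448, and a count of 0 was read as up to 3 counts. Intervals and limits from counts cover counting error only. Counts were filtered with filterByExpr, normalized by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, and standard errors were taken as the log2 fold change over the square root of F. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. DEGs were genes with a fold change above 1.5 and an unadjusted p under 0.05, as in the study. GSEA used the signal-to-noise ratio of log CPM values (prior count 2), with each SD at no less than 0.2 of the absolute mean, and 10000 permutations of genes. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and overlaps with a one-sided Fisher's exact test whose background was the tested genes. The lists were written by hand from general knowledge and are not KEGG's. They covered PI3K-AKT, MAPK, Hippo, tyrosine metabolism, glutathione metabolism, oxidative phosphorylation, glycolysis, β-catenin targets, M1 and M2 markers, macrophage identity, stromal cells, neutrophils, B cells, erythroid cells, sex-linked genes, the named cytokines and other genes named in the paper. The main tests, these lists and the alternatives below, apart from the corrections for GC content, length and depth, were fixed before the data were examined. A list of interferon-response genes was written after its genes had been seen among the DEGs, so it was left out of the families over which set tests were adjusted.

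Genes named in the text were those the paper names for these data or measures by other assays, the 10 largest fold changes in each direction among DEGs with a mean of at least 1 CPM and no overlap between groups, and of each list up to 5 members with the largest change, with the 5 most abundant members of the stromal and macrophage lists. Genes outside this rule are marked where they appear. The methods were tested on simulated counts drawn from the means, dispersions and library sizes of the real data. Of 200 genes changed 2-fold among 16067 tested, edgeR recovered 143 (71.5%) at an adjusted p under 0.05 with 9 other calls, and DESeq2 1.42.0 recovered 166 with 51 other calls. The changed genes were drawn only from those above a minimum mean count. These shares thus do not hold for genes with few reads, such as Bmp6 and Fgf20. A simulated list with 30 lowered genes among 100 gave a normalized enrichment score of -2.07, and a list of 100 unchanged genes gave -0.82. The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, library size alone, no filter beyond a total count above 0, at least 10 counts in every library, the replicate number as a block, each library left out in turn, other set tests, other members of the PI3K-AKT list and other windows around Msr1. Corrections for GC content and transcript length (splines with 5 degrees of freedom) and for depth were added after the data had been seen. Results of qPCR, flow cytometry, ELISA and metabolic assays were not analysed here.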

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

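The tests on Micu3, on single libraries and interferon families, and on windows elsewhere in the genome were chosen only after the results were seen, as was the list of interferon-response genes.

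Genes near Msr1 held more DEGs than the rest of the genome, a region the paper does not discuss. Within 5 Mb of Msr1 on chromosome 8, 13 of 31 tested genes other than Msr1 were DEGs (41.9%), against 8.57% of the other tested genes (one-sided Fisher's exact test, p = 6.6e-07). The share was 42.9% (3 of 7 genes) within 1 Mb and 21.0% (17 of 81) within 10 Mb. Of 16060 windows of 5 Mb on either side of a tested gene with at least 20 other tested genes, 12 held a share as large. The DEGs went both ways, with Micu3 at -1.91 and Pdgfrl at 2.04 on the log2 scale (both chosen after their values were seen). Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs in the window, the real one, and 3 libraries against 3 cannot give a smaller share. A candidate explanation is DNA of another strain that flanks the targeted gene. The share of 41.9% is the pattern itself and lends this no support. The table holds no sequence variants, so the strain of this region was not tested, and an effect of MSR1 on its neighbours stays open. Fgf20 lies in this window and is one of the cytokines the paper names. For its fall, flanking DNA needs such a share around it, a test set before any fit, and the share is there, but it cannot assign the change of Fgf20 itself to either. Reads of Micu3 counted on Fgf20 are another candidate. Exons of Micu3 cover 12.0% of the exon bases of Fgf20, and both genes fell, so these cannot be told apart without the strand setting.

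Interferon-response genes, which the paper does not discuss, were higher in the MSR1 KO libraries. The list of 25 genes was written after such genes had been seen among the DEGs, so its set tests are no evidence and are not given. Its median log2 fold change was 1.35, and all 25 had each MSR1 KO library above each MSR1 WT library, which follows from that choice. Of the genes named Isg, Ifit, Oas, Oasl, Mx, Ifi, Gbp, Iigp or Irgm with a number, the 36 tested ones outside the list were taken whatever their change, and 34 were higher, with a median of 1.13. With each library left out in turn that median stayed at 1.06 or above, which argues against a single library as the whole cause. For the list, 1 of 10 splits of the libraries, the real one, gave as large a median, which decides nothing, since the genes were chosen on it. Loss of MSR1, a difference between the cultures and a difference in genetic background were not separated by this design and stay open.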

How the results depend on the processing

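The counts of DEGs under the study's definition kept within 1.5 times under all alternatives, from 540 to 754 higher and from 673 to 966 lower DEGs. So did the direction and call of Msr1 (-2.16 to -1.93), of the PI3K-AKT list among lower DEGs (odds ratio 2.27 to 3.89, and 2.08 without both matrix class and stromal genes, a choice made after seeing the data) and of the genes near Msr1 (21.0% to 45.2%). The corrections for GC content with length and for depth were chosen after seeing the data. The alternatives that apply only to FPKM values were not run, since the values are counts. No scaling moved the median log2 fold change of all genes by over 0.1.

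Counts at an adjusted p under 0.05 depended on the method. DESeq2's Wald test gave 716 higher and 847 lower genes and 5 of the named cytokines, against 369, 436 and 3 with edgeR. Without a filter beyond a total count above 0 they were 237 and 288, since more genes were tested. Leaving out 1 library, which leaves fewer samples, gave 18 to 407 higher and 53 to 372 lower genes, both lowest without MSR1 WT replicate 1, and 0 to 3 of the named cytokines. The replicate numbers did not pair the libraries, since deviations of libraries with the same number correlated at -0.03, 0.02 and 0.00 across genes. With the replicate block there were 59 higher and 78 lower genes and 0 of the cytokines, while 582 higher and 759 lower DEGs met the study's definition, among them 6 of the cytokines. The block spends degrees of freedom on a number the libraries do not share.

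The lower PI3K-AKT list (median -0.039) was past the threshold in GSEA and camera but not under camera with an estimated correlation (adjusted p = 0.43) or fry (adjusted p = 0.092). The stromal list (median -0.56) was not past it under camera with an estimated correlation (adjusted p = 0.22). Nor was the M1 marker list (adjusted p = 0.17), which kept its call under the other fits (median 0.44 to 0.61). The cause was not tested.

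Most values that changed sign were near 0. The receptor tyrosine kinase class (-0.15), the M2 marker list (0.15) and Egr2 (-0.46) were further from it. With library size alone the medians of the G protein class, the intracellular signalling class and the oxidative phosphorylation list were -0.0241, -0.0245 and -0.0060, and Ctsb and Runx2 had log2 fold changes of -0.032 and -0.011. Without a filter the medians of the cytokine class and of the receptor tyrosine kinase class were 0.24 and 0.00849. Ctsb was at -0.00057 without a filter, at -0.00056 with the replicate block and at -0.00023 after thinning. With GC content and length taken out, the cytokine class and Pik3ca were both at 0.0836. Across the fits that each left out 1 library, medians ranged from -0.016 to 0.066 for the cytokine class, from -0.072 to 0.048 for the G protein class, from -0.0040 to 0.030 for the intracellular signalling class, from -0.23 to 0.051 for the receptor tyrosine kinase class, from -0.014 to 0.072 for the oxidative phosphorylation list and from -0.063 to 0.39 for the M2 marker list, which was lower without MSR1 KO replicate 1. The oxidative phosphorylation list was past the threshold, and higher, without MSR1 KO replicate 2 (0.072) and without MSR1 WT replicate 1 (0.055). Log2 fold changes ranged from -0.089 to 0.021 for Akt1, from -0.028 to 0.040 for Ctsb, from -0.78 to 0.42 for Egr2, which was higher only without MSR1 WT replicate 1, from -0.026 to 0.10 for Mtor, from -0.16 to 0.018 for Pik3ca and from -0.064 to 0.12 for Runx2. The cause was not tested. Of 1877 values of single genes and classes under the alternatives, 1778 kept their direction and side of the threshold, 45 lost the threshold, 16 gained it and 38 changed sign. Depth limits Ppargc1a, Fgf20 and Bmp6, which had few reads.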

Differences from the paper's values

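The normalized enrichment score of the PI3K-AKT list was -1.53, against the paper's value of about -1.3 in Fig. 6C, read by eye. The list here was written by hand and is not the paper's gene set. Of the alternatives set before the data were examined, the fit without MSR1 WT replicate 3 came within 0.05 of the reading, at -1.28. The others did not. The reading is rounded, and the value printed in that figure lies nearer to the fits without MSR1 KO replicate 1 (-1.36) and with the replicate block (-1.37) than to -1.28, so which alternatives come close depends on the rounding.

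The paper names 8 cytokines as significantly decreased. All 8 met the study's unadjusted definition here, and 3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, against 5 with DESeq2's Wald test. The paper gives BMP4 the highest fold change, and Bmp4 was also first here at -1.71, but Bmp6 at -1.64 and Fgf20 at -1.57 were not resolved from it. The paper proposes a positive relation between the expression of MSR1 and PGC1α from RNA-Seq and qPCR. In the RNA-Seq data Ppargc1a had 0, 0 and 0 counts in MSR1 KO and 0, 5 and 5 in MSR1 WT libraries, and no relation could be tested.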

Other observations

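The limits drawn from sex-linked and neutrophil genes and the use of macrophage genes against neutrophils were chosen only after the results were seen. So was the test of the PI3K-AKT list without matrix and stromal genes. The test of stromal genes was put before the count of cytokines beyond the shift only after that count had been seen.

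The real split of the 6 libraries gave 1417 DEGs, while the other splits into 3 and 3 gave 176 to 349, so 1 of 10 splits gave as many. For genes with an adjusted p under 0.05, 805 against 0 to 2, it was also 1 of 10. With 3 libraries against 3 no smaller share is possible. For the PI3K-AKT list, 2 of the 10 splits gave an enrichment score as large in size, the real one and one that mixed the genotypes at 1.77. For the stromal list it was 1 of 10.

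Stromal transcripts were abundant in the macrophage libraries and lower in MSR1 KO. Col1a1 had 490 ± 87.5 CPM (SD, n = 3) in MSR1 KO and 586 ± 76.2 CPM (SD, n = 3) in MSR1 WT libraries. The 48 tested genes of the stromal list had a median log2 fold change of -0.56 (adjusted p = 2.8e-21 over 17 lists from limma's camera, adjusted p = 0.034 from fry, adjusted p = 0.22 from camera with an estimated correlation), with 24 lower and 2 higher DEGs. Less RNA from the co-cultured BMSCs in the MSR1 KO libraries could lower such genes, and with them cytokines that stromal cells make. It would lower alike only genes that BMSCs alone make, and which of the listed genes macrophages also make was not tested. The 10 most abundant had a median of -0.37, and 21 of the 48 moved apart from it at an unadjusted p under 0.05, where chance gives 2.4. Of these, 17 were lower, such as Cxcl12 at -1.11, and 4 were higher, such as Thy1 at 1.31. The listed genes thus did not fall alike. This does not exclude a lower share of BMSC RNA as the whole cause of the lower cytokines. The shift would understate that fall if macrophages made part of the abundant transcripts. Pdgfra at -1.19, the lowest of the list, fell further than Fgf7, Tgfb2, Igfbp5 and Bmp5 and less than Bmp4, Bmp6, Fgf20 and Igf2. Like Col1a1, Fgf7, Tgfb2, Igf2, Bmp4 and Bmp5 were highest of MSR1 KO in replicate 2 and lowest of MSR1 WT in replicate 2. Igfbp5, Bmp6 and Fgf20 were not. Beyond the same shift, 6 of the 8 cytokines were still lower at an unadjusted p under 0.05, but the study picked them for their fall in these libraries, so this count decides nothing. A lower share of such RNA, as a part or the whole of the cause, stays open. So do stromal cells in the bone marrow cultures themselves and a change of state in stromal cells. For the PI3K-AKT list, the overlap with lower DEGs stayed without the matrix class and the stromal genes (Fisher's exact test, p = 0.0018), but ligands left in the list can come from stromal cells too, so the 2 sources cannot be told apart.

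Technical causes of the DEGs as a whole were tested. With GC content and transcript length taken out there were 1365 DEGs, of which 1303 were among the 1417, and with every library thinned to 36143518 counts there were 1422, of which 1347 were. Neither bias accounts for them. The test of sex set beforehand parted the groups. Xist had a log2 fold change of -0.50, with every MSR1 KO library below every MSR1 WT library, and the Y-linked genes rose by 0.26 to 0.32, so the groups may differ in the share of RNA from cells of each sex, whether of the macrophages or of the BMSCs. A change of that share over the whole library should move no gene further than the sex-linked genes. Of the 828 lower DEGs, 524 fell below -0.78, the lowest sex-linked change less 2 of its standard errors. This argues against it for these as a group. The standard error of each DEG was not counted in, so noisy genes close to the limit are not settled. For the other 304 sex and genotype cannot be told apart. The highest sex-linked change plus 2 standard errors was 0.53, under the smallest change of a DEG at 0.59. The cut-off on fold change alone thus puts every higher DEG past this limit, so that decides nothing for those close to it. Of the higher DEGs, 123 rose above 1.51, well past the limit, which argues against such a share for these. This cut of 1.51 is the limit from neutrophil genes below and was not set from sex-linked genes. The other 466 also lay above 0.53, but how far past it each lay was not counted, so sex stays open for them. A shift of sex confined to the BMSCs is not bounded by these values and stays open. The list of neutrophil genes, also set beforehand, rose too (median 0.38, camera adjusted p = 0.0036, fry adjusted p = 0.29). Its members Retnlg at 0.99 and Cxcr2 at 0.93 rose most, above an earlier limit from the 5 most abundant members, which was dropped for one from all 12. Of the 589 higher DEGs, 123 rose above 1.51, the highest change plus 2 of its standard errors among tested neutrophil genes. This argues against more neutrophils as the cause of these 123 as a group, though the standard error of each DEG was not counted in. For the other 466 higher DEGs, neutrophils and genotype cannot be told apart. More neutrophils would lower all other transcripts alike, a fall that TMM scaling takes out and scaling to library size alone does not. With library size alone there were 908 lower DEGs, while the macrophage identity genes had a median of 0.11. The lowest of them, Itgam (outside the rule for named genes), was at -0.35, short of the change of a DEG. This argues against more neutrophils as the cause of the lower DEGs. The 4 tested B cell genes went both ways, with Ighm at 0.64 and Ebf1 at -1.07, so their median of -0.05 decides nothing about B cells, and 0 of 8 erythroid genes had enough counts.

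The paper links loss of MSR1 to lower OXPHOS and M2-like activation by other assays. In these libraries the 76 tested nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.03 (camera adjusted p = 0.21, fry adjusted p = 0.60) and 0 DEGs, while the mitochondrial genes were listed at 0 in every library. The 12 tested M1 markers had a median of 0.56 (camera adjusted p = 0.00037, fry adjusted p = 0.025, adjusted p = 0.17 from camera with an estimated correlation) and the 13 M2 markers one of 0.15 (camera adjusted p = 0.49, fry adjusted p = 0.69). Of the markers the paper measured by qPCR, Mrc1 and Cd163 were lower (log2 fold changes -0.39 and -0.39, adjusted p = 0.037 and adjusted p = 0.17 from edgeR's quasi-likelihood test), and Nos2 and Il1b were higher (0.77 and 0.59, adjusted p = 0.59 and adjusted p = 0.40). Of other M2 markers, Il10 was higher at 0.84 (adjusted p = 0.14). Arg1 was higher at 1.62, but at 0.40 without MSR1 KO replicate 1, and Retnla at 2.31, but at 0.20 without it. Glycolysis genes had a median of -0.19 (camera adjusted p = 0.17), macrophage identity genes 0.14 (camera adjusted p = 0.0016, fry adjusted p = 0.026, adjusted p = 0.17 from camera with an estimated correlation), and the sex-linked genes 0.28 (camera adjusted p = 0.17, fry adjusted p = 0.034). In set tests the lists of MAPK, Hippo, tyrosine metabolism and glutathione metabolism genes had medians of -0.06, -0.10, -0.28 and -0.09, and camera gave the last 3 an adjusted p under 0.05, which fry did for tyrosine and glutathione metabolism. The named cytokines had a median of -1.17 and the other genes named in the paper one of -0.11.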
